# Quantitative proteomic analysis reveals posttranslational responses to aneuploidy in yeast

**DOI:** 10.7554/eLife.03023

**Published:** 2014-07-29

**Authors:** Noah Dephoure, Sunyoung Hwang, Ciara O'Sullivan, Stacie E Dodgson, Steven P Gygi, Angelika Amon, Eduardo M Torres

**Keywords:** aneuploidy, posttranslational mechanisms, posttranscriptional mechanisms, proteomics, *S. cerevisiae*

## Abstract

Aneuploidy causes severe developmental defects and is a near universal feature of tumor cells. Despite its profound effects, the cellular processes affected by aneuploidy are not well characterized. Here, we examined the consequences of aneuploidy on the proteome of aneuploid budding yeast strains. We show that although protein levels largely scale with gene copy number, subunits of multi-protein complexes are notable exceptions. Posttranslational mechanisms attenuate their expression when their encoding genes are in excess. Our proteomic analyses further revealed a novel aneuploidy-associated protein expression signature characteristic of altered metabolism and redox homeostasis. Indeed aneuploid cells harbor increased levels of reactive oxygen species (ROS). Interestingly, increased protein turnover attenuates ROS levels and this novel aneuploidy-associated signature and improves the fitness of most aneuploid strains. Our results show that aneuploidy causes alterations in metabolism and redox homeostasis. Cells respond to these alterations through both transcriptional and posttranscriptional mechanisms.

**DOI:** http://dx.doi.org/10.7554/eLife.03023.001

## eLife digest

Nearly all tumor cells contain abnormal number of chromosomes. This state is called aneuploidy, and can also cause embryos to be miscarried, or to be born with severe developmental disorders.

Proteins are produced from the genes contained within chromosomes, and so cells with too many chromosomes produce too many of some proteins. How do these cells cope with this excess? Previous work identified one strategy where a gene called *UBP6* is mutated to prevent it from working correctly. The *UBP6* gene normally encodes a protein that removes a small tag (called ubiquitin) from other proteins. This tag normally marks other proteins that should be degraded; thus, if *UBP6* is not working, more proteins are broken down.

Dephoure et al. investigated the effect of aneuploidy on the proteins produced by 12 different types of yeast cell, which each had an extra chromosome. In general, the amount of each protein produced by these yeast increased depending on the number of extra copies of the matching genes found on the extra chromosome. However, this was not the case for around 20% of the proteins, which were found in lower amounts than expected. Dephoure et al. revealed that this was not because fewer proteins were made, but because more were broken down. These proteins may be targeted for degradation because they are unstable, as many of these proteins need to bind to other proteins to keep them stable—but these stabilizing proteins are not also over-produced.

Aneuploidy in cells also has other effects, including changing the cells' metabolism so that the cells grow more slowly and do not respond as well to stress. However, Dephoure et al. found that, as well as reducing the number of proteins produced, deleting the *UBP6* gene also increased the fitness of the cells. Targeting the protein encoded by the *UBP6* gene, or others that also stop proteins being broken down, could therefore help to reduce the negative effects of aneuploidy for a cell. Whether targeting these genes or proteins could also help to treat the diseases and disorders that result from aneuploidy, such as Alzheimer's and Huntington's disease, remains to be investigated.

**DOI:** http://dx.doi.org/10.7554/eLife.03023.002

## Introduction

Aneuploidy, a condition of having a chromosome number that is not an exact multiple of the haploid complement, has detrimental effects on the development of all eukaryotic organisms where it has been studied (Torres et al., 2008). In humans, aneuploidy is the major cause of spontaneous abortions and mental retardation, and it is found in most solid tumors and leukemias (Weaver and Cleveland, 2006; Nagaoka et al., 2012).

To gain insight into the consequences of aneuploidy at the cellular level and its role in tumorigenesis, we studied the effects of gaining an extra chromosome in haploid yeast cells (henceforth disomes). We showed that yeast cells harboring an extra chromosome share a number of phenotypes including impaired proliferation, increased genomic instability, traits indicative of proteotoxic stress and a gene expression signature known as the environmental stress response (ESR), which is associated with slow growth and stress (Gasch et al., 2000; Torres et al., 2007; Sheltzer et al., 2012). Importantly, these aneuploidy-associated stresses are also present in aneuploid mammalian cells (Williams et al., 2008; Stingele et al., 2012). Based on these findings, we proposed that the aneuploid state has general consequences beyond those conferred by the increased copy number of specific genes.

A key feature of the aneuploid condition is its impact on protein homeostasis. Aneuploid yeast cells are prone to aggregation of both endogenous proteins and ectopically expressed hard-to-fold proteins (Oromendia et al., 2012). Furthermore, they exhibit increased sensitivity to inhibitors of protein translation, degradation, or folding (Torres et al., 2007). Aneuploid mammalian cells are also sensitive to compounds that interfere with protein quality control mechanisms such as chaperone activity or autophagy (Tang et al., 2011). These observations suggest that the proteomic imbalances caused by an aneuploid karyotype disrupt protein homeostasis.

How do aneuploid cancer cells overcome the detrimental effects of aneuploidy? We hypothesized that they may harbor mutations that suppress the adverse effects of aneuploidy. We showed that such mutations indeed exist. In a selection, we identified mutations that improve the fitness of aneuploid yeast strains. Among them was a loss-of-function mutation in the gene encoding the deubiquitinating enzyme Ubp6*,* which results in enhanced proteasomal degradation (Hanna et al., 2006; Torres et al., 2010). Deletion of *UBP6* improved the fitness of several disomic yeast strains under standard growth conditions and attenuated the proteomic changes caused by aneuploidy. Whether deletion of *UBP6* improves the fitness of aneuploid yeast strains in general or whether it is restricted to specific aneuploid karyotypes is not known, nor is the mechanism whereby deletion of the *UBP6* gene suppresses the proliferation defect associated with aneuploidy.

Here we investigate the impact of aneuploidy on the cell's proteome and how Ubp6 dampens the impact of the aneuploid condition. Our studies show that protein abundances largely scale with gene copy number but that ∼20% of proteins encoded by genes present on additional chromosomes are attenuated. The majority of the attenuated proteins are components of multi-subunit complexes. This finding has implications not only for understanding how cells respond to aneuploidy, but also for how protein complexes are formed and maintained in euploid cells. Importantly, our analysis revealed the existence of both transcriptionally and post-transcriptionally mediated protein expression changes indicative of slow growth as well as oxidative and metabolic stress. Deleting *UBP6* attenuates the impact of aneuploidy on the proteome and fitness of all aneuploid yeast strains analyzed, highlighting the importance of proteasomal degradation for aneuploidy tolerance.

## Results

### Cellular protein composition is altered by aneuploidy

To understand the global consequences of aneuploidy on the proteome, we used stable isotope labeling of amino acids in cell culture (SILAC) (Ong et al., 2002) and liquid chromatography—tandem mass spectrometry (LC-MS/MS) to profile protein abundances in 12 different disomic strains (Disomes I, II, V, VIII, IX, X, XI, XII, XIII, XIV, XV and XVI) (Figure 1A,B, ‘Materials and methods’). These experiments revealed quantitative information for ∼70–80% of all verified open reading frames (ORFs) in the disomic strains relative to wild-type cells (Figure 1B, Figure 1—source data 1). A comparison of wild-type/wild-type cells showed a standard deviation (SD) of the log_2_ ratios equal to 0.35 (Figure 1—figure supplement 1). Analysis of the protein abundances encoded by genes on the duplicated chromosomes of all 12 disomic strains demonstrates that on average protein levels increased approximately twofold (Figure 1B). This correlation is apparent when log_2_ ratios of protein levels of disomic strains relative to wild-type cells are sorted by the chromosomal position of their encoding genes (Figure 1B).

**Figure 1.**
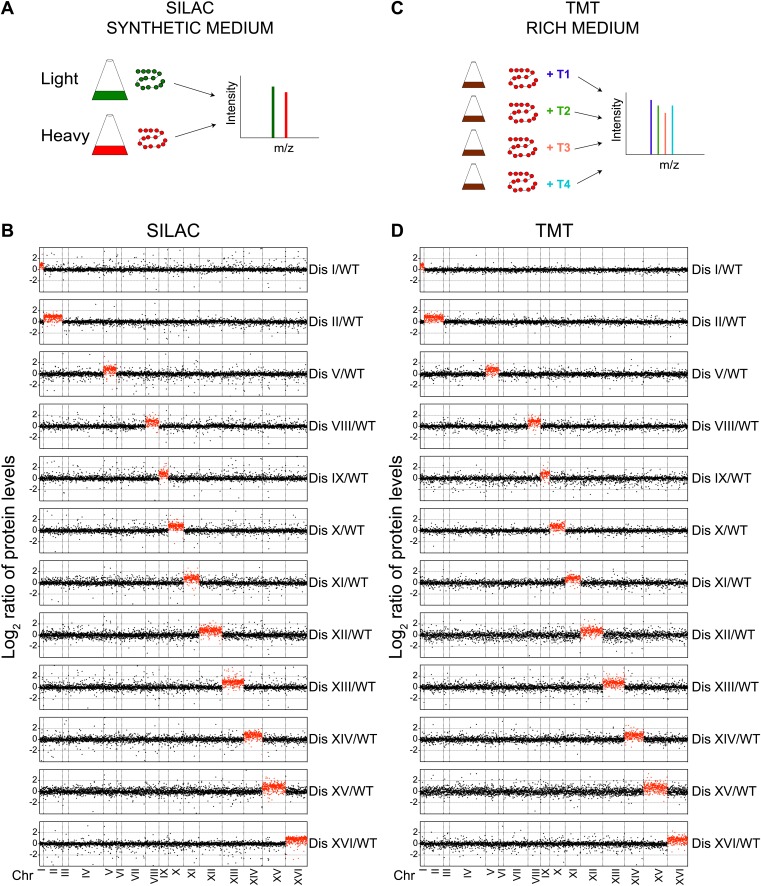
Proteome quantification of aneuploid yeast strains. (**A**) Schematic of the approach utilized in stable isotope labeling of amino acids in cell culture (SILAC) and liquid chromatography—mass spectrometry. (**B**) The plots show the log_2_ ratio of the relative protein abundance of disomes compared to wild-type cells grown in synthetic medium. Protein levels are shown in the order of the chromosomal location of their encoding genes. Protein levels of duplicated chromosomes are shown in red. (**C**) Schematic of the approach utilized in isobaric tandem mass tag (TMT)-based quantitative mass spectrometry. (**D**) The plots show the log_2_ ratio of the relative protein abundance of disomes compared to wild-type cells grown in rich medium (YEPD). Protein levels are shown in the order of the chromosomal location of their encoding genes. Protein levels of duplicated chromosomes are shown in red. **DOI:** http://dx.doi.org/10.7554/eLife.03023.003 10.7554/eLife.03023.004Figure 1—source data 1.TMT and SILAC data.**DOI:** http://dx.doi.org/10.7554/eLife.03023.004

**Figure 1—figure supplement 1.**
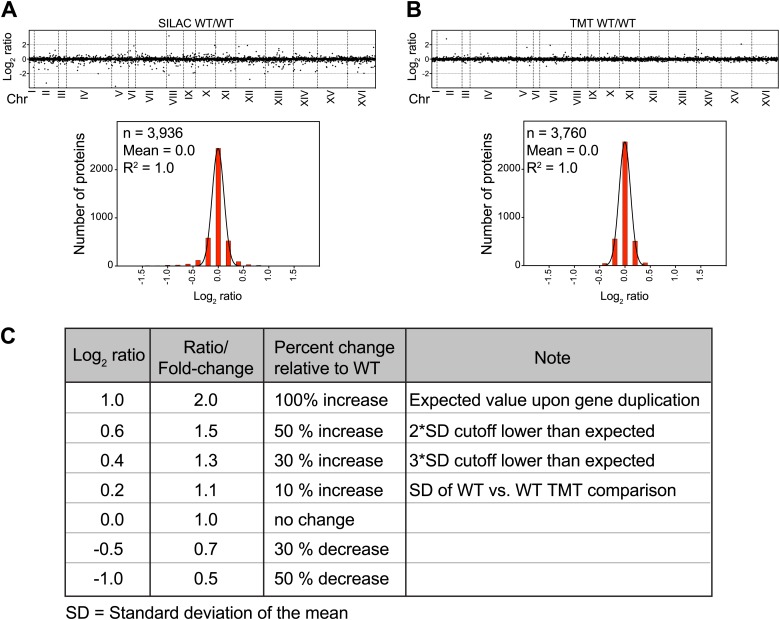
SILAC and TMT mass spectrometry of wild-type vs wild-type cells. (**A**) The plots show the log_2_ ratio of the relative protein abundance of wild-type/wild-type cells grown in synthetic medium (upper panel). Protein levels are shown in the order of the chromosomal location of their encoding genes. Histogram of the log_2_ ratios of the protein levels of wild-type/wild-type cells (lower panel). Fit to a normal distribution is shown (black line). (**B**) The plots show the log_2_ ratio of the relative protein abundance of wild-type/wild-type cells grown in YEPD medium (upper panel). Protein levels are shown in the order of the chromosomal location of their encoding genes. Histogram of the log_2_ ratios of the protein levels of wild-type/wild-type cells (lower panel). Fit to a normal distribution is shown (black line). (**C**) Chart of conversion of log_2_ ratios to fold changes. **DOI:** http://dx.doi.org/10.7554/eLife.03023.005

**Figure 1—figure supplement 2.**
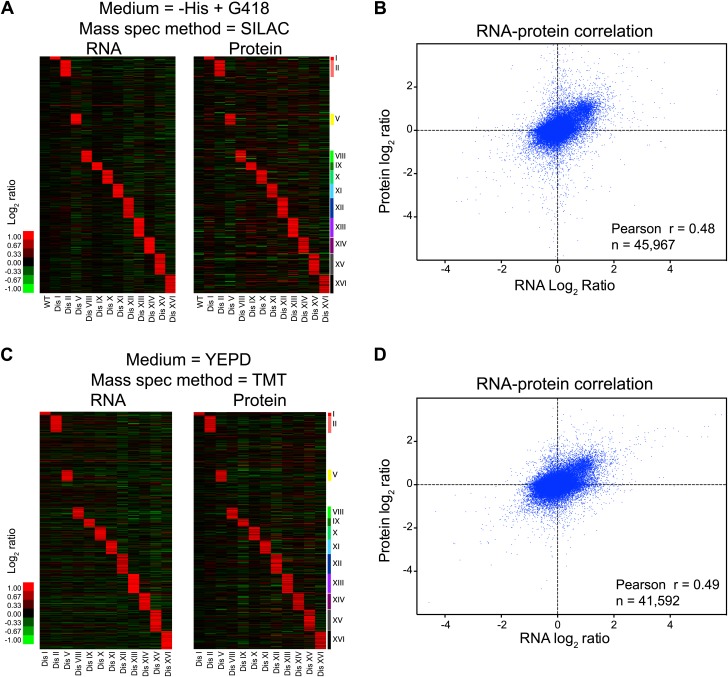
Transcriptome and proteome quantification of aneuploid yeast strains. (**A**) Gene expression and protein levels of wild-type and aneuploid strains grown in synthetic medium, ordered by chromosome position. Experiments (columns) are ordered by the number of the chromosome that is present in two copies. (**B**) Comparison of the mRNA vs protein levels in aneuploid strains grown synthetic medium. Pairwise comparison show a Pearson correlation coefficient (r) = 0.48. (**C**) Gene expression and protein levels of aneuploid strains relative to wild-type cells grown in YEPD medium, ordered by chromosome position. Experiments (columns) are ordered by the number of the chromosome that is present in two copies. (**D**) Comparison of the mRNA vs protein levels in aneuploid strains grown YEPD medium. Pairwise comparison show a Pearson correlation coefficient (r) = 0.49. **DOI:** http://dx.doi.org/10.7554/eLife.03023.006

Growth conditions can significantly influence gene expression. Because aneuploidy increases genomic instability including higher rates of chromosome loss, disomic strains are grown in medium that selects for the presence of the duplicated chromosome (‘Materials and methods’). In addition, SILAC relies on the use of synthetic medium supplemented with ‘heavy’ or ‘light’ amino acids. To determine whether growth conditions affect the proteome composition of disomic strains, we grew cells in rich medium (YEPD) for a small number of generations and utilized isobaric tandem mass tag (TMT)-based quantitative mass spectrometry (‘Materials and methods’, Figure 1C) to assess the proteome of the 12 disomic yeast strains. In total, we obtained quantitative information for ∼65–74% of all verified ORFs in the disomes relative to wild-type-cells (Figure 1D, Figure 1—source data 1). As seen in the SILAC-based quantifications, analysis of protein levels of genes encoded on the duplicated chromosomes of 12 disomes showed an average increase of ∼twofold (Figure 1D). The log_2_ ratios of control wild-type/wild-type cells showed low noise and high reproducibility in the data (SD of log_2_ ratios = 0.2, Figure 1—figure supplement 1B). Importantly, comparison of the changes in gene expression and protein abundances of disomes compared to wild-type cells grown under similar conditions revealed significant correlations between mRNA and protein levels (Figure 1—figure supplement 2, Figure 2—source data 1). These results indicate that on average, increases in gene copy number lead to proportional increases in mRNA and protein levels independent of growth conditions.

### Several proteins encoded by genes located on the duplicated chromosomes are attenuated

Dosage compensation, where a change in gene dosage does not lead to a corresponding change in protein levels, is common for genes located on sex chromosomes (Lee and Bartolomei, 2013). Whether dosage compensation also occurs on autosomes and if so, which genes are affected and how it is brought about are critical questions not only to understand the effects of aneuploidy but also to understand how protein homeostasis is maintained in normal cells. Our set of disomic yeast strains, which comprises duplications of 12 of the 16 chromosomes (corresponding to 73% of the yeast genome), allowed us to address this question. 

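A disome is a haploid yeast strain that carries an extra copy of a single chromosome. RNA of 12 disomes, in which chromosome I, II, V, VIII, IX, X, XI, XII, XIII, XIV, XV or XVI is duplicated, was compared with RNA of wild-type cells on dual-colour arrays after growth in rich medium (YEPD). Each strain was measured on 1 array, so the 12 strains are the replicates for the effect of an extra chromosome and a single strain has no replicate of its own; the number of arrays limits the precision. The arrays held 60-base probes for 6176 nuclear open reading frames, with 2 spots per probe. The authors' scanning software subtracted the background, normalized the dyes and gave every spot an intensity in each dye and a log10 ratio of Cy5, the disome, to Cy3, the wild-type reference. The log10 ratios were multiplied by 3.3219 to give log2 ratios, control spots, outlier spots and spots not well above background in either dye were removed, and the remaining spots were averaged by probe and then by gene. Between 5288 and 6132 genes were measured in each disome, with a median Cy3 intensity of 715 to 2342. On all 12 arrays the chromosome named in the label had the highest mean log2 ratio of the 16, and the next highest chromosome had a mean of 0.01 to 0.13. Disomes I to XII lay on one slide of 8 arrays, disomes XIII, XIV and XV on another, and disome XVI on a further slide together with 4 strains that lack *UBP6*. Tests against 0 rest on the spread among the disomes and hold no separate spread of the wild-type cultures. All 12 disomes carried the same dye, Cy5, so a gene-specific dye effect would also count as a change against 0. The strain markers *ADE1* and *LYS2* had mean log2 ratios of 5.69 and 2.70, each higher in 11 of 11 disomes. The disomes thus differ from the reference at marker genes as well as by the extra chromosome. Tests against 0 cannot separate an effect shared through such markers from one of an extra chromosome. Tests of single genes left out the disome in which the gene itself is duplicated.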

We grew the 12 disomic strains in rich medium, split the cultures and analyzed mRNA and protein levels. In total, we obtained quantitative information for both mRNA and protein, reported as log_2_ ratios, for 2,581 genes located on duplicated chromosomes (Figure 2A,B) and 39,011 paired measurements for genes on non-duplicated chromosomes (Figure 2C,D). 

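Genes on the duplicated chromosomes had a mean log2 mRNA ratio of 0.86 (SD 0.58, 4279 values from 12 disomes), a 1.82-fold level relative to wild-type cells. Of these values for duplicated genes, 80.2% were above 0.5, 8.88% were above 1.5 and 4.91% were below 0. The median of the duplicated genes was 0.87, which gives Pearson's mode skewness of 0.00913. A normal curve fitted to the histogram of the duplicated genes in bins of 0.1 had its centre at 0.87 and an SD of 0.36 (R2 = 0.983). Genes within a strain share 1 array and are not independent replicates.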

The ratios of mRNA levels of duplicated genes fit a normal distribution with a mean increase of 1.9-fold (SD = 0.3 and R^2^ = 0.99, Figure 2A). Parallel analysis of the corresponding protein changes did not fit as well to a normal distribution (R^2^ = 0.96, Pearson's mode skewness = −0.12). Nonlinear regression analysis of the protein data best fit a sum of two normal distributions; one with a mean increase of twofold, the other with a significantly reduced mean increase of ∼1.6-fold (R^2^ = 1.00, Figure 2B). In contrast, analysis of both mRNA and protein changes of non-duplicated genes showed nearly perfect normal distributions (R^2^ = 0.99, Figure 2C,D). These analyses indicate that although acquisition of an extra chromosome leads on average to twofold increases in mRNA levels of the duplicated genes, a large and statistically significant number of proteins do not increase proportionally with copy number. 

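The non-duplicated genes had a mean log2 mRNA ratio of −0.01 (SD 0.52, 65061 values from 12 disomes) and a median of −0.04. Of these values for non-duplicated genes, 5.25% lay beyond 1 in either direction, which is 3413 values. The SD of the non-duplicated genes was lowest in disome XIII, at 0.44, and highest in disome XV, at 0.66. A normal curve fitted to their histogram had its centre at −0.05 and an SD of 0.36 (R2 = 0.994).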

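The duplicated genes had a higher mRNA level in each of the 12 disomes. Their mean log2 ratio was 0.84 ± 0.09 (SD, n = 12 disomes), from 0.68 in disome I, a 1.60-fold level over 92 genes, to 0.99 in disome XIII, a 1.99-fold level over 484 genes. The mean of the duplicated genes was above 0 in 12 of 12 disomes (two-sided sign-flip permutation test, p = 0.000488, the smallest p that 12 strains allow). It ranged up to 0.89 among the 8 disomes of the first slide, was 0.90, 0.91 and 0.99 in disomes XV, XIV and XIII of the next slide, and was 0.94 in disome XVI. From the mean mRNA increase of the duplicated genes, and from protein values that best fit a sum of distributions of which one had a reduced mean, the paper concludes that transcripts follow the extra gene copy on average whereas many proteins do not rise in proportion (Figure 2A,B).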

Importantly, neither the growth conditions nor the quantitative approach affected the degree of attenuation, as analysis of mRNA and protein levels from cells grown in selective medium and analyzed by SILAC showed similar results (Figure 2—figure supplement 1).

**Figure 2.**
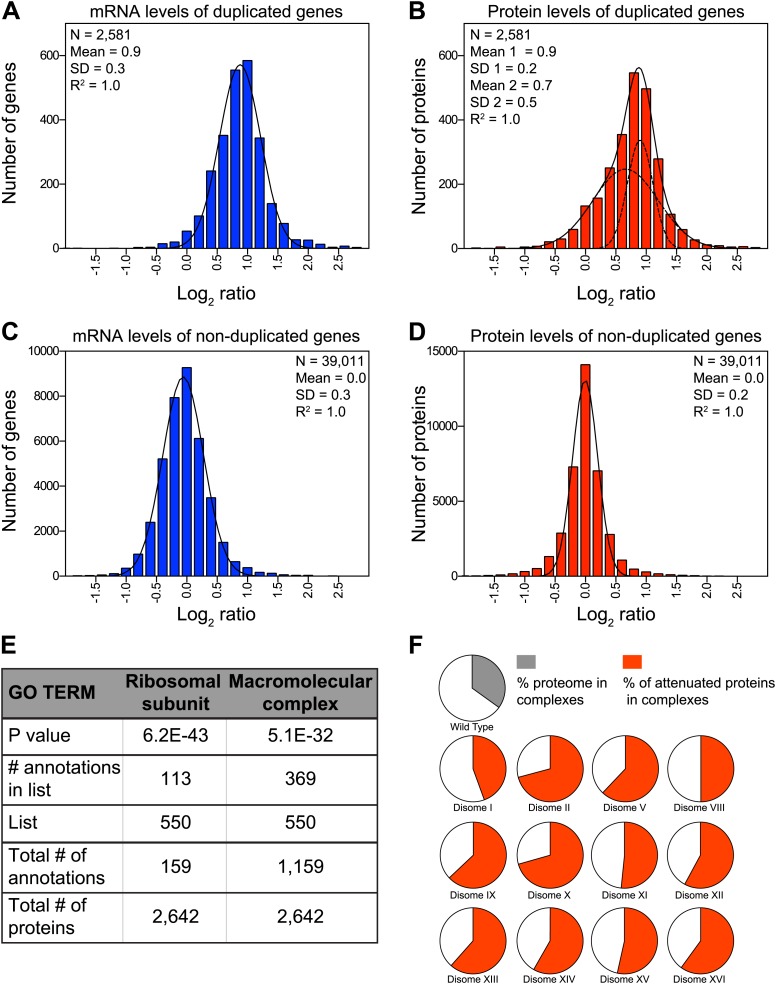
Attenuation of proteins encoded on duplicated chromosomes. (**A**) Histogram of the log_2_ ratios of the relative mRNA levels of duplicated genes of 12 disomes relative to wild-type grown in YEPD medium. Fit to a normal distribution is shown (black line). (**B**) Histogram of the log_2_ ratios of the relative protein levels of duplicated genes of 12 disomes relative to wild-type. Fit to the sum of two normal distributions is shown (black line). Fit of individual distributions are shown in dashed-line. (**C**) Histogram of the log_2_ ratios of the relative mRNA levels of non-duplicated genes of 12 disomes relative to wild-type grown in YEPD medium. Fit to a normal distribution is shown (black line). (**D**) Histogram of the log_2_ ratios of the relative protein levels of non-duplicated genes of 12 disomes relative to wild-type grown in YEPD medium. Fit to a normal distribution is shown (black line). (**E**) Gene Ontology enrichment analysis of 550 proteins encoded on duplicated genes that are significantly attenuated (log_2_ ratios ≤ 0.4). (**F**) Pie chart representation of the relative number of all proteins predicted to form part of complexes in the yeast genome is shown in gray (33%). Pie chart representation of the relative number of proteins that are significantly attenuated and are part of macromolecular complexes in every disome are shown in red. **DOI:** http://dx.doi.org/10.7554/eLife.03023.007 10.7554/eLife.03023.008Figure 2—source data 1.Gene expression data.**DOI:** http://dx.doi.org/10.7554/eLife.03023.008 10.7554/eLife.03023.009Figure 2—source data 2.GO enrichment analysis.**DOI:** http://dx.doi.org/10.7554/eLife.03023.009

**Figure 2—figure supplement 1.**
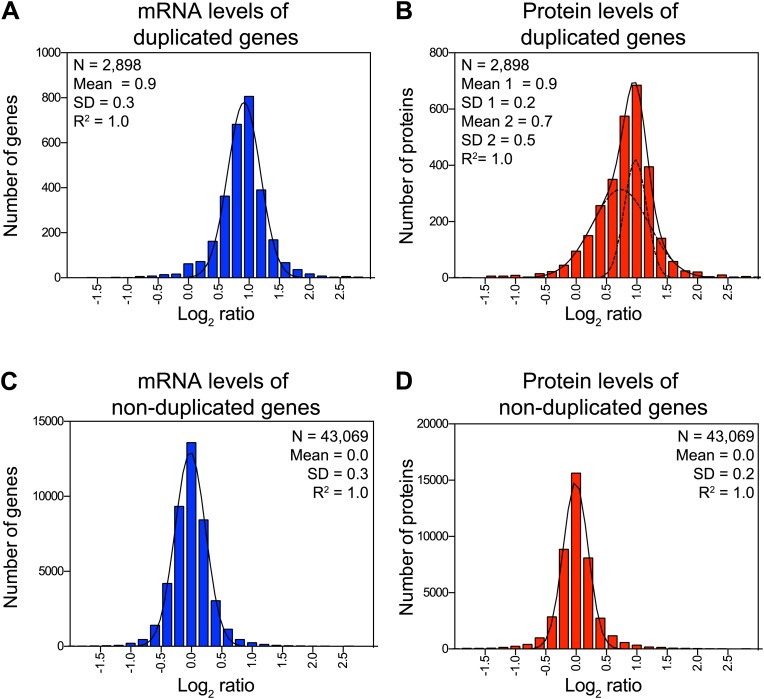
Attenuation of proteins encoded on duplicated chromosomes. (**A**) Histogram of the log_2_ ratios of the relative mRNA levels of duplicated genes of 12 disomes relative to wild-type grown in synthetic medium. Fit to a normal distribution is shown (black line). (**B**) Histogram of the log_2_ ratios of the relative protein levels of duplicated genes of 12 disomes relative to wild-type grown in synthetic medium. Fit to the sum of two normal distributions is shown (black line). Fit of individual distributions are shown in dashed-line. (**C**) Histogram of the log_2_ ratios of the relative mRNA levels of non-duplicated genes of 12 disomes relative to wild-type grown in grown in synthetic medium. Fit to a normal distribution is shown (black line). (**D**) Histogram of the log_2_ ratios of the relative protein levels of non-duplicated genes of 12 disomes relative to wild-type grown in synthetic medium. Fit to a normal distribution is shown (black line). **DOI:** http://dx.doi.org/10.7554/eLife.03023.010

**Figure 2—figure supplement 2.**
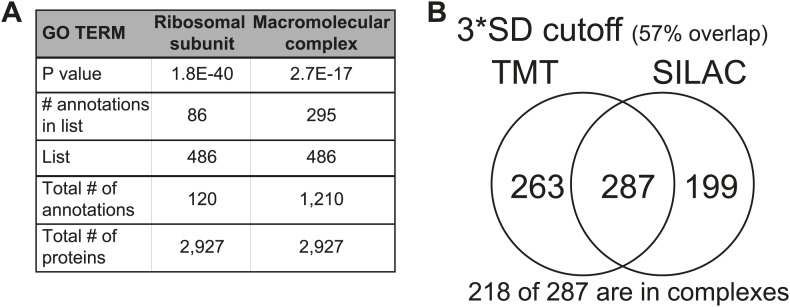
Gene ontology analysis of attenuated proteins. (**A**) Gene Ontology enrichment analysis of 486 proteins encoded on duplicated genes that are significantly attenuated (log_2_ ratios ≤ 0.4). (**B**) Overlap between attenuated protein in disomes grown in YEPD vs synthetic medium. **DOI:** http://dx.doi.org/10.7554/eLife.03023.011

### Components of macromolecular complexes are significantly attenuated in disomic yeast strains

To characterize which genes are subject to dosage compensation, we performed a gene ontology (GO) analysis. Using a stringent cutoff of log_2_ ratio of 0.6 (3*SD) lower than the expected value of 1.0, we identified a total of 550 proteins encoded by the duplicated chromosomes that were significantly attenuated in disomic strains grown in rich medium (∼21% of detected ORFs). Gene ontology analysis revealed that components of macromolecular complexes were significantly enriched (369 of 550, p value = 5.1 E−32), including all ribosomal subunits detected (113 of 550, p value = 6.2 E−43) (Figure 2E, Figure 2—source data 2). Furthermore, enrichment of subunits of macromolecular complexes among the attenuated proteins was observed for every disome analyzed (Figure 2F). Analysis of the identity of the attenuated proteins in disomes grown in selective medium and analyzed by SILAC showed similar results; a significant number of proteins encoded by genes located on the duplicated chromosomes were attenuated in every disomic strain and components of macromolecular complexes were significantly enriched (295 of 486, p value = 2.7 E−17, Figure 2—figure supplement 2A, Figure 2—source data 2). Importantly, there was a significant overlap between the two experiments; 287 proteins (57%) were significantly attenuated in both experiments (Figure 2—figure supplement 2B). Among these proteins, 76% are subunits of macromolecular complexes (218 of 287).

We previously quantified protein abundances in two disomic strains, disomes V and XIII, relative to wild-type cells (Torres et al., 2010). Consistent with our findings presented here, preliminary analyses indicated that subunits of macromolecular complexes were enriched among the dosage compensated genes (Torres et al., 2010). A subsequent quantitative proteomic study of five aneuploid yeasts obtained as progeny from triploid or pentaploid meioses found no evidence for the attenuation of proteins that form multi-subunit complexes (Pavelka et al., 2010). To better understand this discrepancy, we analyzed the protein measurements generated by Pavelka et al. (2010) (Figure 3—figure supplement 1A). In two strains, the ratios of protein levels of duplicated genes fit a sum of two normal distributions; one with a mean increase close to twofold, the other with significantly reduced mean close to zero (R^2^’s = 0.94 and 0.92, Figure 3—figure supplement 1B). In the other three strains, the ratios of protein levels of duplicated genes fit normal distributions and show average increases significantly lower than the predicted twofold change (mean log_2_ ratios equal to 0.79, 0.77 and 0.65) (Figure 3—figure supplement 1B). Pavelka et al. showed that attenuation of protein levels of subunits of macromolecular complexes were small but not significant compared to proteins not found in complexes. Using the same list of complexes in Pavelka et al. (2010) (Gavin et al., 2006), we obtained similar results (Figure 3—figure supplement 1C). However, when we used a more up to date and manually curated list of subunits of macromolecular complexes (Pu et al., 2009), we found that statistically significant attenuation in proteins that form part of complexes takes places in all the strains (Figure 3—figure supplement 1C). Next, we focused on the identity of the most attenuated proteins and asked whether subunits of complexes were enriched among them. We used a stringent cutoff of log_2_ ratio of 0.6 lower than the mean increase in protein levels of the duplicate genes in each of the five aneuploid strains and found that between 23 and 38% of duplicated proteins were significantly attenuated (Figure 3—figure supplement 1D). Importantly, the attenuated proteins are enriched for subunits of macromolecular complexes in all five strains (Figure 3—figure supplement 1D). We conclude that significant attenuation of subunits of macromolecular complexes is a general feature of aneuploid yeast strains.

### Posttranslational mechanisms are predominantly responsible for attenuation of protein levels

To determine the mechanisms that prevent an increase in protein levels despite increased gene dosage, we compared mRNA and protein levels of the attenuated genes in disomes grown in rich medium. 

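Duplicated genes for complex subunits whose protein was attenuated (a TMT log2 ratio of 0.6 or lower in Figure 5—source data 1) had a mean log2 mRNA ratio of 0.85 ± 0.37 (SD over 219 genes measured of 226). Duplicated genes for complex subunits without attenuated protein had a mean log2 mRNA ratio of 0.87 ± 0.36 (SD over 233 genes measured of 236). Of the subunits with attenuated protein, 183 had an mRNA ratio above 0.5, and of those without, 200 did. Within disomes, the subunits with attenuated protein were higher than the others by 0.0016 ± 0.16 (SD, n = 12 disomes), with 6 disomes above 0 and 6 below (two-sided sign-flip permutation test, p = 0.976). This difference near 0 turned negative when outlier spots were kept, with normexp background correction and with a protein level of 0.4 in place of 0.6, and passed the test under none of these (p = 0.893, p = 0.865 and p = 0.436). Genes of the nucleolar part, an attenuated group in the paper's enrichment analysis that makes ribosomes in the nucleolus, had a mean of 0.84 ± 0.43 (SD over 26 genes), with 19 of the 26 above 0.5.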

Transcript levels of the attenuated proteins showed increases close to twofold and, unlike their protein products, showed no signs of compensation (Figure 3A). Strikingly, ribosomal genes encoded on duplicated chromosomes showed mean increases close to twofold in their mRNA levels while every ribosomal protein exhibited attenuation (Figure 3B). 

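The duplicated genes for ribosomal proteins had a mean log2 mRNA ratio of 0.95 ± 0.48 (SD over 93 genes), a 1.93-fold level, with 81 of the 93 above 0.5. The list, made by gene symbol, also took in *RPP1*, which encodes a subunit of ribonuclease P. Without it 80 of 92 were above 0.5, with the same mean. The 36 measured of 38 genes of the cytosolic small ribosomal subunit that the paper lists as attenuated had a mean of 0.93 ± 0.49 (SD). Duplicated genes for ribosome biogenesis, which act in the assembly of ribosomes, had a mean of 0.78 ± 0.37 (SD over 100 genes). Ribosomal protein genes were highest in disome XVI, where 11 of them had a mean of 1.53 beside 0.92 for its other duplicated genes. They were lowest in disome XII, where 14 of them had a mean of 0.67 beside 0.77. Ribosomal protein genes on the other chromosomes were also highest in disome XVI, at 0.29, and lowest in disome XII, at −0.16. The contrast within disomes does not take off this shift. Within disomes, ribosomal protein genes were higher than the other duplicated genes by 0.09 ± 0.20 (SD, n = 11 disomes with at least 3 such genes), with 7 disomes above 0 and 4 below (two-sided sign-flip permutation test, p = 0.139, where 11 disomes allow a p as small as 0.000977), and by 0.04 without disome XVI. The difference passed the test without the filter on background (0.13, p = 0.0332) and with normexp background correction (0.21, p = 0.00977).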

Similar results were obtained with cells grown in selective medium and analyzed by SILAC (Figure 3—figure supplement 2).

**Figure 3.**
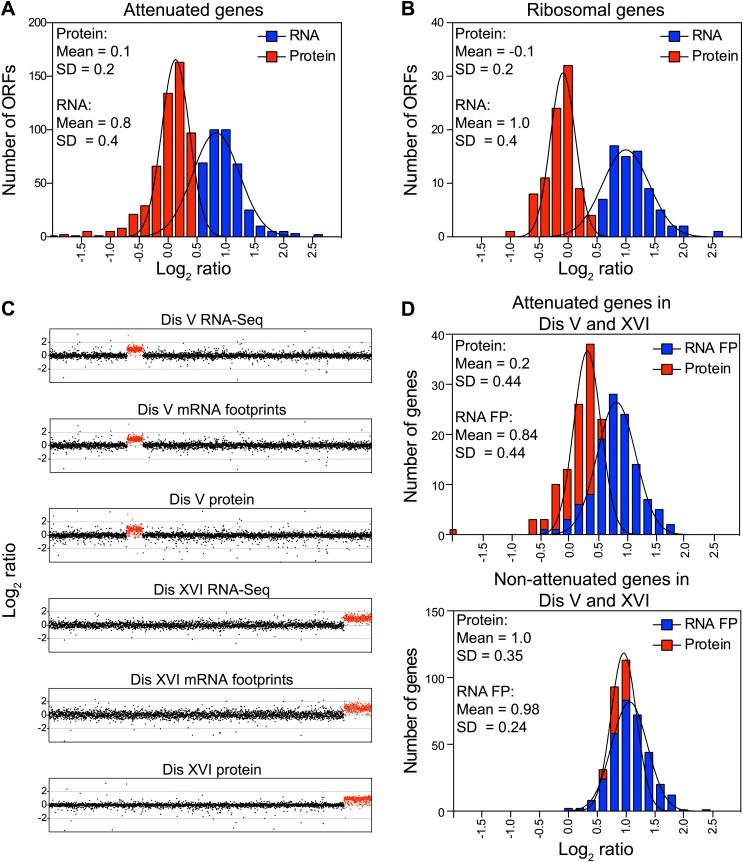
Attenuation takes place posttranslationally. (**A**) Histograms of the log_2_ ratios of the relative mRNA (blue) and protein levels (red) of the 550 attenuated proteins from disomic cells grown in YEPD medium compared to wild-type. Fits to a normal distribution are shown (black lines). (**B**) Histograms of the log_2_ ratios of the relative mRNA (blue) and protein levels (red) of 88 ribosomal protein genes. Fits to a normal distribution are shown (black lines). (**C**) The plots show the log_2_ ratio of the relative mRNA levels, mRNA footprints and protein abundance of disomes V and XVI compared to wild-type cells. mRNA levels, mRNA footprints and protein levels are shown in the order of the chromosomal location of their encoding genes. Log_2_ ratios of the duplicated chromosomes are shown in red. (**D**) Histograms of the log_2_ ratios of the relative mRNA footprints (blue) and protein levels (red) of attenuated genes of disomes V and XVI compared to wild-type cells (top). Histograms of the log_2_ ratios of the relative mRNA footprints (blue) and protein levels (red) of non-attenuated genes of disomes V and XVI compared to wild-type cells (bottom). **DOI:** http://dx.doi.org/10.7554/eLife.03023.012 10.7554/eLife.03023.013Figure 3—source data 1.RNA-Seq and ribosome footprints of disome V.**DOI:** http://dx.doi.org/10.7554/eLife.03023.013

**Figure 3—figure supplement 1.**
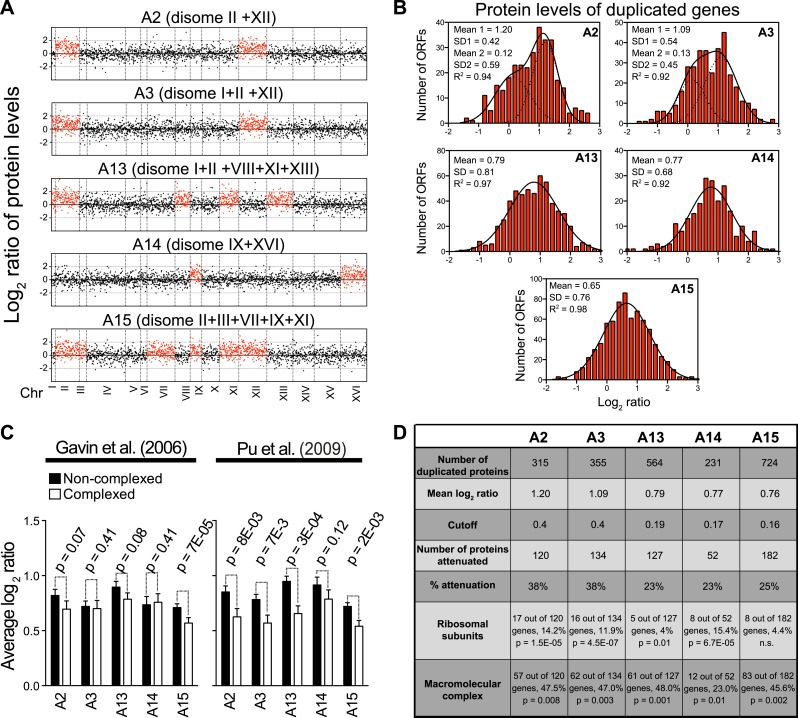
Analysis of proteome changes of meiotically generated aneuploid strains. (**A**) The plots show the log_2_ ratio of the relative protein abundance of five meiotically generated aneuploid strains compared to wild-type cells as reported in Pavelka et al. (2010). The duplicated chromosomes are indicated. Protein levels are shown in the order of the chromosomal location of their encoding genes. (**B**) Histogram of the log_2_ ratios of the relative protein levels of duplicated genes relative to wild-type genes from Pavelka et al. (2010). In each plot, a fit to a normal distribution or the sum of two normal distributions is shown (black line). Fit of individual distributions are shown in dashed-line. (**C**) Attenuation of proteins encoded on duplicated chromosomes of meiotically generated aneuploid strains. For each of the five meiotically generated aneuploid strains, the mean log_2_ ratio to wild-type cells for all duplicated genes is plotted separately for proteins annotated as protein complex members and those that are not. The left plot uses the set of Core Complex proteins defined in Gavin et al. (2006). The right plot uses a set of manually curated protein complexes from Pu et al. (2009). p-values were calculated using Welch's *t* test. (**D**) Attenuation of duplicated proteins in the meiotically generated set of aneuploid yeast strains. p-values were calculated using Welch's *t* test. **DOI:** http://dx.doi.org/10.7554/eLife.03023.014

**Figure 3—figure supplement 2.**
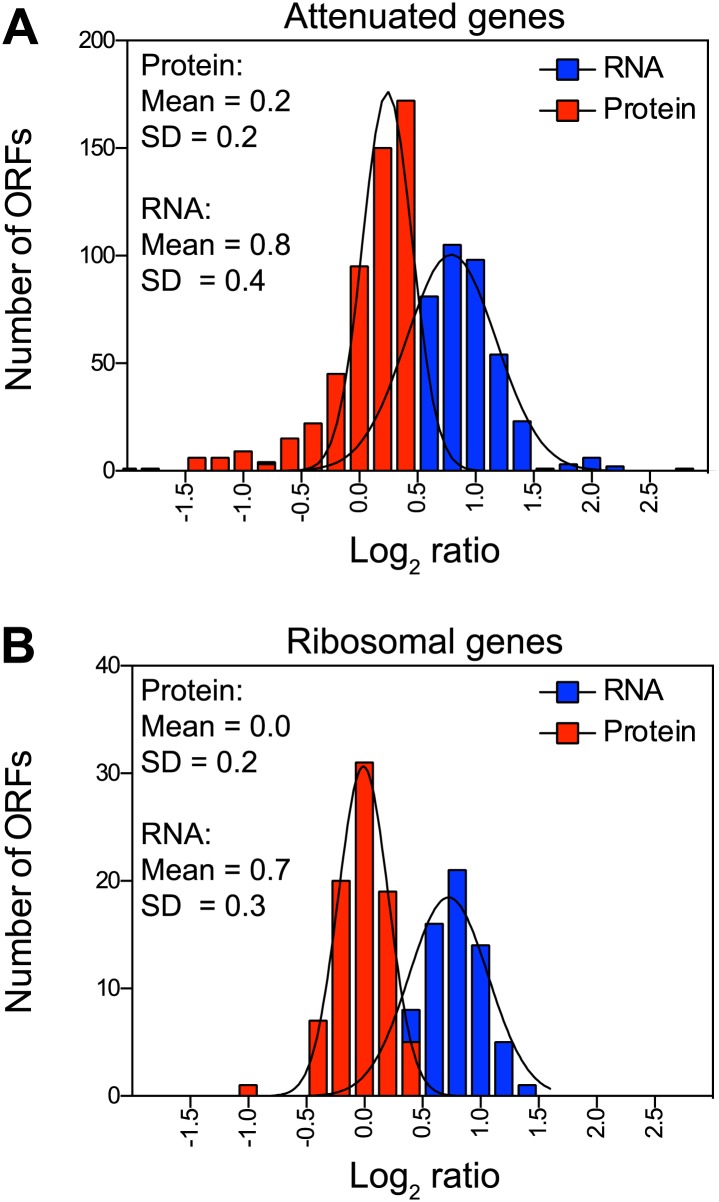
Attenuation takes place posttranslationally in cells grown in selective medium. (**A**) Histograms of the log_2_ ratios of the relative mRNA (blue) and protein levels (red) of the 486 attenuated proteins from disomic cells grown in synthetic medium compared to wild-type. Fits to a normal distribution are shown (black lines). (**B**) Histograms of the log_2_ ratios of the relative mRNA (blue) and protein levels (red) of 83 ribosomal protein genes. Fits to a normal distribution are shown (black lines). **DOI:** http://dx.doi.org/10.7554/eLife.03023.015

To investigate whether translational control mechanisms participate in the attenuation of protein levels, we performed ribosomal footprinting and SILAC-based proteome analysis of disome V and wild-type cells (Figure 3C, Figure 3—source data 1). In addition, we compared mRNA footprints of disome XVI previously published (Thorburn et al., 2013) to the proteome quantification of disome XVI grown in similar conditions. In both disomic strains, we found that duplicated genes, both attenuated and not attenuated at the protein level, show similar increases in ribosomal footprints (Figure 3C,D). While we cannot exclude the possibility that translational control may play a role in the attenuation of a small subset of genes, these results indicate that most of the duplicated genes are transcribed and translated. Our results show that dosage compensation is predominantly mediated by posttranslational mechanisms.

To test whether protein turnover pathways mediate the attenuation of duplicated genes, we performed TMT-based quantitative proteomics on wild-type cells and two aneuploid strains, disomes II and V, following inhibition of the proteasome and vacuolar degradation by addition of 100 µM MG132 and 10 mM chloroquine, respectively (note that the strains harbor a deletion in the gene encoding the efflux pump Pdr5 to increase the efficacy of MG132). We hypothesized that after very short times, 90 and 300 s, of protein turnover inhibition, only proteins with increased translation and that are rapidly degraded could show significant increases in abundance. These experiments revealed quantitative information for ∼75% of all verified ORFs (Figure 4A, Figure 4—source data 1). As expected, very small changes in protein levels were detected in wild-type cells and the two disomes upon protein turnover inhibition (Figure 4A, Figure 4—figure supplement 1A). However, analysis of the average increase in protein levels per chromosome revealed that duplicated genes increased more than the rest of the genome (Figure 4—figure supplement 1B). Analysis of the identity of the duplicated genes revealed that attenuated proteins, which are enriched for subunits of complexes, account for most of the increases in protein levels (Figure 4B,C). Strikingly, individual proteins show increases between 4 to 20% in their levels upon inhibition of protein turnover in such short times (Figure 4C). These results provide direct evidence for protein degradation as being a mechanism for dosage compensation in aneuploid cells.

**Figure 4.**
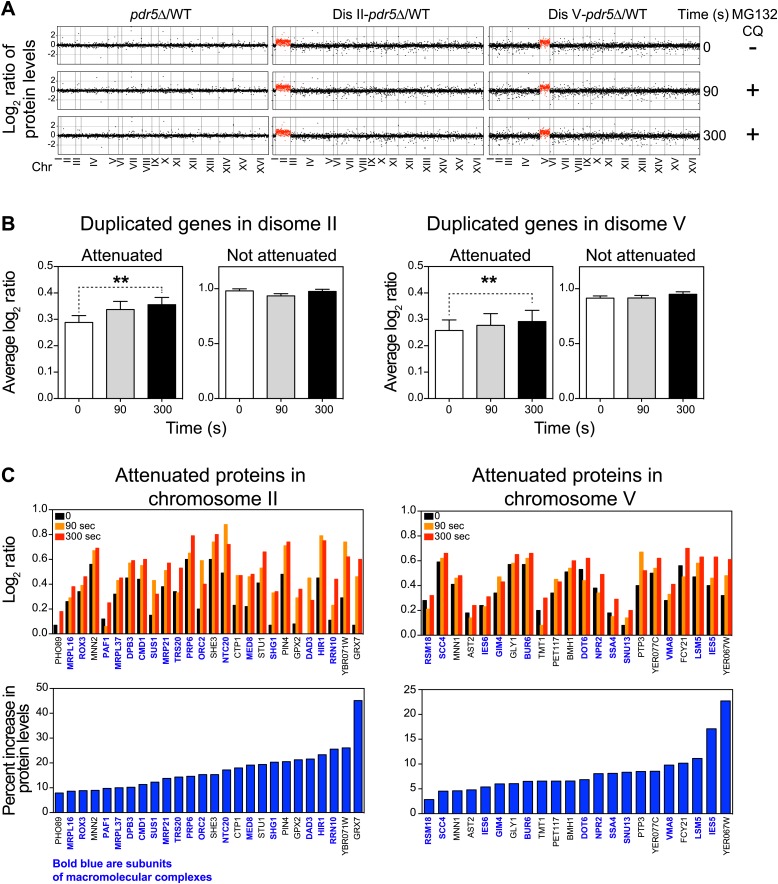
Inhibition of protein degradation leads to increases in levels of attenuated proteins. (**A**) The plots show the log_2_ ratio of the relative protein abundance of disomes compared to wild-type cells and disomes II and V harboring the *PDR5* deletion compared to wild-type cells at 0, 90 and 300 s with 100 µM MG132 and 10 mM chloroquine. Protein levels are shown in the order of the chromosomal location of their encoding genes. Protein levels of duplicated chromosomes are shown in red. (**B**) Average log_2_ ratios of attenuated and not attenuated products of duplicated genes in disome II (left) and disome V (right) upon inhibition of protein turnover for 0, 90 and 300 s (** denotes p values < 1E-3). (**C**) Examples of duplicated genes that are attenuated in disome II (left) and disome V (right) that show significant increases upon inhibition of protein degradation. Percent increases are shown below. **DOI:** http://dx.doi.org/10.7554/eLife.03023.016 10.7554/eLife.03023.017Figure 4—source data 1.TMT proteome of WT, disome II and disome V after inhibition of protein turnover.**DOI:** http://dx.doi.org/10.7554/eLife.03023.017

**Figure 4—figure supplement 1.**
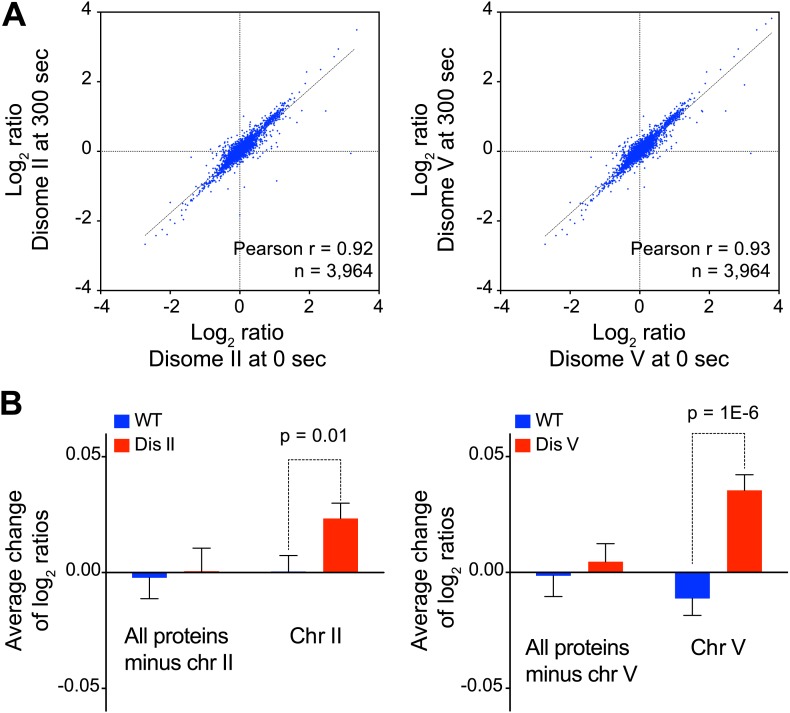
Inhibition of protein degradation leads to increases in protein levels of duplicated genes. (**A**) Scatter plots of the log_2_ ratios of protein levels at time 0 vs 300 s after inhibition of protein turnover in disome II (left) and disome V (right). (**B**) Average change calculated from the slope of the log_2_ ratios at 0, 90 and 300 averaged per chromosome are shown. Pair-wise *t* test was performed. **DOI:** http://dx.doi.org/10.7554/eLife.03023.018

### Most macromolecular complexes harbor one or more subunits that are subject of dosage compensation

To determine which multi-subunit complexes were subject to subunit dosage compensation, we used a manually curated set of yeast protein complexes to assign complex status to all duplicated gene products (Pu et al., 2009). We found that more than half of the proteins designated as members of macromolecular complexes were significantly attenuated in the disomes grown in rich medium (469 of 923 showed log_2_ ratios ≤ 0.6). Nonlinear regression analysis of the distribution of the log_2_ ratios of their levels relative to wild-type cells showed two populations, one of which encompassed the majority with a mean ratio of 0.46 (1.4-fold), a value significantly lower than the predicted increase of twofold that would be expected if protein levels scaled with gene copy number (Figure 5A). Similar results were obtained with cells analyzed by SILAC (Figure 5—figure supplement 1A). In contrast, proteins encoded by duplicated genes that are not found in complexes showed little attenuation (Figure 5B, Figure 5—figure supplement 1B). Nonetheless, levels of a small number of uncomplexed proteins were attenuated. To assess how these proteins contribute to the total attenuation, we analyzed their identity and the reproducibility of their attenuation in selective and rich media. We identified 88 proteins not known to function in complexes that were attenuated in both growth conditions. Gene ontology analysis did not reveal any significant enrichment for a particular function, cellular process or component. In fact, the biological function of 15 of 88 proteins is unknown (Figure 5—figure supplement 2A). Our analysis not only indicates that most of the proteome attenuation observed in aneuploid cells is caused by the attenuation of components of protein complexes but also leads us to estimate that about half of all cellular proteins found in complexes (469 of 923 detected proteins) are unstable and rapidly degraded unless they find their binding partners.

**Figure 5.**
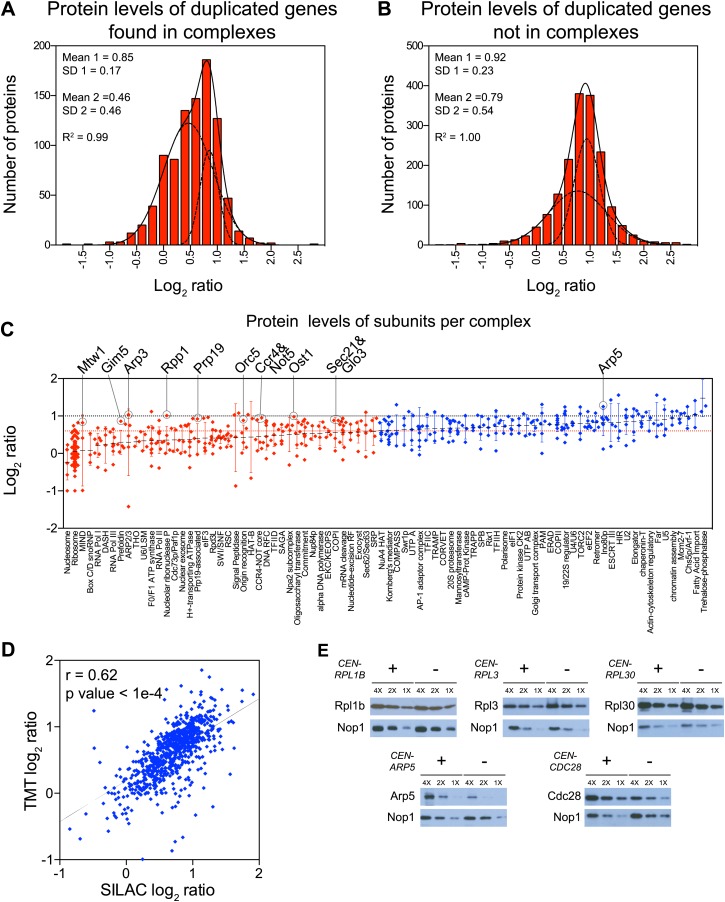
Subunits of macromolecular complexes accounts for most of the attenuation. (**A**) Histograms of the log_2_ ratios of the relative protein levels of 923 duplicated genes found in complexes from disomic cells grown in YEPD medium compared to wild-type. Fits to a sum of two normal distributions are shown (black lines). (**B**) Histograms of the log_2_ ratios of the relative protein levels of 1,658 duplicated genes not part of complexes from disomic cell grown in YEPD medium compared to wild-type. Fits to a sum of two normal distributions are shown (black lines). (**C**) Log_2_ ratios of subunits of complexes when encoded in a duplicated chromosome relative to wild-type. Complexes that show significant attenuation mean of their subunits < 0.6 (dashed red line) are shown in red. (**D**) Comparison of the protein levels of subunits of complexes when present in a duplicated chromosome in disomic cells grown in YEPD vs synthetic medium. Pairwise comparison show a Pearson correlation coefficient (r) = 0.62. (**E**) Protein levels in wild-type cells or cells harboring a CEN plasmid containing a single copy of *RPL1B, RPL3, RPL30, ARP5* or *CDC28*. **DOI:** http://dx.doi.org/10.7554/eLife.03023.019 10.7554/eLife.03023.020Figure 5—source data 1.List of complexes analyzed.**DOI:** http://dx.doi.org/10.7554/eLife.03023.020

**Figure 5—figure supplement 1.**
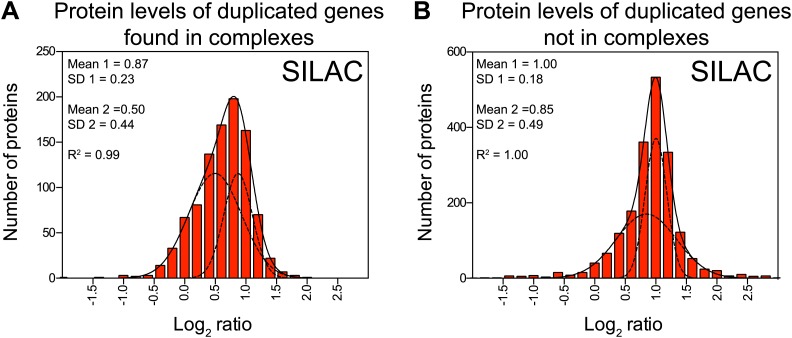
Subunits of macromolecular complexes accounts for most of the attenuation. (**A**) Histograms of the log_2_ ratios of the relative protein levels of 977 duplicated genes found in complexes from disomic cells grown in synthetic medium compared to wild-type. Fits to a sum of two normal distributions are shown (black lines). (**B**) Histograms of the log_2_ ratios of the relative protein levels of 1,950 duplicated genes not part of complexes from disomic cell grown in synthetic medium compared to wild-type. Fits to a sum of two normal distributions are shown (black lines). **DOI:** http://dx.doi.org/10.7554/eLife.03023.021

**Figure 5—figure supplement 2.**
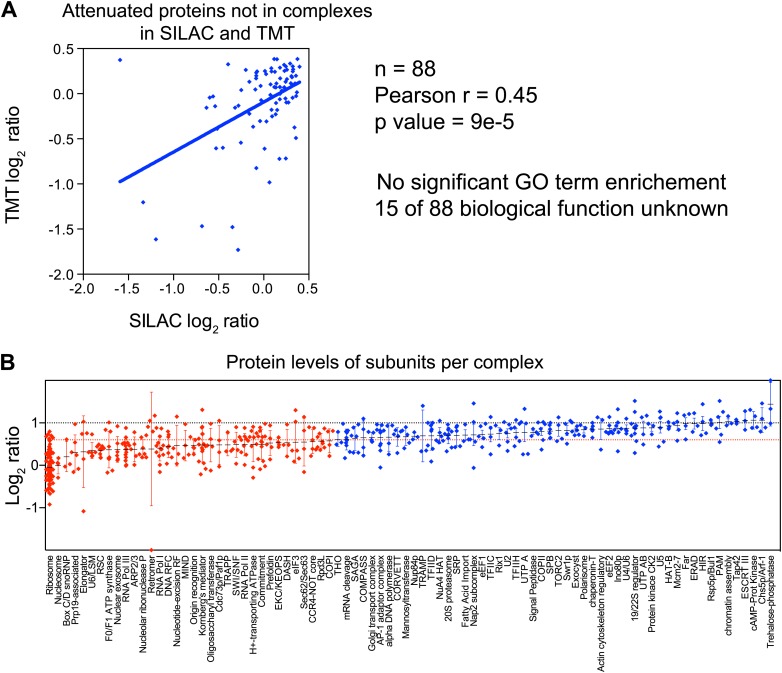
GO term analysis of attenuated proteins not found in complexes. (**A**) Comparison of the protein levels of attenuated proteins, not known to be part of complexes, when present in a duplicated chromosome in disomic cells grown in YEPD vs synthetic medium. Pairwise comparison show a Pearson correlation coefficient (r) = 0.45. (**B**) Log_2_ ratios of subunits of complexes when encoded in a duplicated chromosome relative to wild-type. Complexes that show significant attenuation (mean of their subunits < 0.6, dashed red line) are shown in red. **DOI:** http://dx.doi.org/10.7554/eLife.03023.022

To identify which subunits of protein complexes are unstable when present in excess, we pooled quantitative information for subunits for individual complexes and calculated their average increase upon gene duplication. We limited our analysis to complexes for which quantitative information for three or more of their subunits was obtained in both TMT and SILAC datasets (Figure 5—source data 1). Analysis of 84 complexes is presented here (Figure 5C, Figure 5—figure supplement 2B, Figure 5—source data 1). Considering subunits that increase in levels by 1.5-fold or lower instead of the predicted to twofold (log_2_ ratio of 0.6 and lower), we found that 42 complexes showed attenuation in almost every subunit (average log_2_ ratios ≤ 0.6, Figure 5C, Figure 5—figure supplement 2B). Not surprisingly, subunits of the ribosome and the nucleosome were among the most attenuated proteins (Figure 5C, Figure 5—figure supplement 2B). The other 42 complexes showed average increases in their subunits higher than log_2_ ratios of 0.6 in one or both proteome datasets (Figure 5C, Figure 5—figure supplement 2B). Strikingly, with the exception of the trehalose-6-phosphate synthase/phosphatase complex (Reinders et al., 1997), every complex analyzed showed significant attenuation in at least one of its subunits (83 of 84).

Interestingly, nearly every complex also contains one or more subunits that are not attenuated, the ribosome and nucleosome being notable exceptions. A few examples include Arp3 of the heptameric Arp2/3 complex (Robinson et al., 2001), Mtw1 of the tetrameric MIND complex (Maskell et al., 2010), Gim5 of the hexameric prefoldin complex (Vainberg et al., 1998), Rpp1 of the nonameric ribonuclease P complex (Chamberlain et al., 1998), Prp19 of the octameric Prp19-associated complex (Chen et al., 2002), Orc5 of the hexameric origin recognition complex (Bell and Stillman, 1992), and, Ost1 of the nonameric oligosaccharyltransferase complex (Spirig et al., 1997). Examples of complexes with two stable subunits include Ccr4 and Not5 of the CCR4/NOT core complex which contains seven other subunits (Chen et al., 2001), Sec21 and Glo3 of the COPI complex which contains six other subunits (Hosobuchi et al., 1992), and Vma2 and Vma13 of the proton-transporting ATPase which contains 11 other subunits (Kawasaki-Nishi et al., 2001). Other stable subunits include proteins that can be found in more than one complex such as Rpb5 which is part of all three RNA polymerase I, II and III complexes (Woychik et al., 1990). While most cellular protein complexes appear to contain subunits that are highly unstable when present in excess, they may also require one or more stable subunits that serve as scaffolds for complex assembly.

To assess the reproducibility in attenuation of individual complex subunits, we compared their log_2_ ratios between cells grown in rich and selective medium, excluding the ribosome and nucleosome. Figure 5D shows the high correlation and reproducibility of the degree of attenuation of such proteins (Pearson r = 0.62) indicating that the effects described here are independent of growth conditions and quantification technique.

Attenuation of protein levels of duplicated genes could be a result of inherent instability of individual subunits. Alternatively, specific cellular responses to the presence of an extra chromosome could be a contributing factor. For example, the attenuation of ribosome subunit levels could be due to down-regulation of mRNA levels, which occurs as part of the environmental stress response (ESR) (Gasch et al., 2000). To distinguish between these mechanisms, we analyzed the effects of expressing ribosomal genes from centromeric plasmids on their protein levels. Western blot analysis of cells harboring plasmids with an extra copy of the ribosomal subunits *RPL1B*, *RPL3* or *RPL30* showed that protein levels of these genes did not increase with copy number (Figure 5E). In contrast, cells harboring plasmids with an extra copy of *ARP5* or *CDC28*, which encode proteins that are not attenuated, showed increased levels. Our results indicate that the protein attenuation of ribosomal subunits is at least in part driven by protein instability rather than aneuploidy-induced cellular responses.

### Aneuploidy induces protein responses through both transcriptional and posttranscriptional mechanisms

We previously identified a pattern of transcriptional changes in aneuploid yeast with similarity to the ESR (Torres et al., 2007). This change in gene expression leads to a corresponding change in protein levels (Figure 6—figure supplement 1). The ESR signature was also present in disomic yeast strains grown in rich medium, although with reduced intensity (Figure 6—figure supplement 1). 

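Of 89 measured genes that yeast induces in the environmental stress response (ESR), 33 were higher in the disomes grown in rich medium, 1 was lower and 55 did not pass the test (33 higher and 1 lower when adjusted over the list alone). *DDR2*, which is induced by many kinds of stress, had a mean log2 ratio of 1.71 (SE 0.23, n = 11 disomes, adjusted p = 0.000236 from limma) and was higher in 11 of 11 disomes. *HSP12*, a small heat shock protein bound to membranes, had a mean log2 ratio of 1.67 (SE 0.40, n = 12 disomes, adjusted p = 0.00527) and was higher in 11 of 12. Of 138 ribosome biogenesis genes, which belong to the repressed part of the ESR, 49 were lower, 3 were higher and 86 did not pass the test (48 lower and 3 higher when adjusted over the list alone). Among them, *KRE33*, which acetylates ribosomal RNA, fell by 0.68 on the log2 scale (SE 0.07, n = 11 disomes, lower in 11 of 11), and *NSR1*, a nucleolar protein of ribosomal RNA processing, fell by 0.63 (SE 0.11, n = 12 disomes, lower in 11 of 12). Ribosomal protein genes, the other repressed group, went both ways, with 21 of 137 higher, 27 lower and 89 not past the test (20 higher and 27 lower when adjusted over the list alone). The 89 include *RPP1* of ribonuclease P, which the list took in by its symbol. *RPL30* rose by 0.69 (SE 0.06, higher in 11 of 11 disomes) and *RPL3* fell by 0.34 (SE 0.08, lower in 9 of 11). In the disomes-*ubp6Δ* *RPL30* was at −0.08, and in the mean of both genotypes at 0.31, past the test. The chaperone list, with 8 genes higher and 2 lower of 37 (7 higher and 2 lower when adjusted over the list alone), included *HSP26*, a small heat shock protein that binds unfolded proteins, at 0.90 (SE 0.27, higher in 9 of 11).
As lists, stress-induced genes were up (camera, preset correlation 0.01, adjusted p = 1.36e-07, mean log2 ratio 0.33, up on 10 of 12 arrays; adjusted p = 0.64 with an estimated correlation). Ribosome biogenesis genes were down as a list (adjusted p = 0.00395, mean −0.14, up on 2 of 12 arrays; adjusted p = 0.951 with an estimated correlation), and the chaperone list was up (adjusted p = 0.0229, mean 0.16, up on 10 of 12 arrays; adjusted p = 0.64 with an estimated correlation). Ribosomal protein genes did not pass as a list (adjusted p = 0.342). Stress-induced genes were 0.34 ± 0.41 (SD, n = 12 disomes) above the mean of all non-duplicated genes, from −0.24 in disome V to 1.27 in disome XV, and above 0 in 10 of 12 disomes (two-sided sign-flip permutation test, p = 0.00977). Ribosome biogenesis and ribosomal protein genes together were at −0.06 ± 0.14 (SD, n = 12 disomes) and below 0 in 8 of 12 (p = 0.192, same test); without disome XV the mean was −0.02, and in the mean of both genotypes it was −0.08 and passed the test (p = 0.00879). Over all genes, 2303 of 5852 changed in the disomes, 864 higher and 1439 lower. This balance depends on the setting: 1113 were higher and 1135 lower with each array centred on its non-duplicated genes, and 814 and 714 with duplicated genes kept. The 8 disomes of the first slide alone gave 2783 of 5524 genes, and the 4 of the later slides, with few strains, gave 4 of 6046. Over non-duplicated genes, disomes I to XI of the first slide had a mean r of 0.75 with each other. Their mean r was 0.20 with disome XII and 0.23 with the disomes of the later slides. The count of 2303 therefore does not rest on 12 independent strains. As all disomes lay in Cy5, some of the genes called may be dye effects. Of 2272 called genes that have a mean of both genotypes, with the strain in opposite dyes, 1479 changed the same way in it. That mean holds the disome values that made the call, so it is no independent check on dye effects. In the disomes and in the disomes-*ubp6Δ* each tested alone, 705 genes were called the same way. The highest of the annotated genes apart from strain markers were *HXT7* and *HXT6*, transporters for scarce glucose, at 2.99 (SE 0.54, adjusted p = 0.00098) and 2.93 (SE 0.53, adjusted p = 0.00104), each higher in 10 of 12 disomes, with the *HXT7* signal of the reference RNA at the percentiles of 21.5 to 68.7 against 95.2 to 95.9 on the arrays of the disomes-*ubp6Δ*. The 8 disomes of the first slide had stress-induced genes at 0.15 ± 0.23 (SD, n = 8, exact sign-flip permutation test, p = 0.133), and with slide as a random block 334 genes changed. Among these were 6 stress-induced genes higher, *DDR2* included and *HSP12* not, 6 ribosome biogenesis genes lower, 4 ribosomal protein genes higher and 3 lower, and 0 chaperones (limma, 2 at an unadjusted p under 0.05). *KRE33* and *RPL30* passed under it, *NSR1*, *RPL3* and *HSP26* did not. Of 5813 genes tested in both genotypes, 280 were higher in the disomes and in the disomes-*ubp6Δ*, against 118 expected of independent sets, and 425 were lower in both, against 304.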

We hypothesize that this reduced ESR is in part due to smaller differences in proliferation rates between disomic and wild-type cells grown in rich medium compared to selective medium (Torres et al., 2007). These results indicate that transcriptional responses to cellular stress and slow proliferation also affect the proteome of aneuploid cells.

To investigate whether additional protein responses are shared between aneuploid strains, we performed hierarchical clustering analysis of the protein changes for cells grown in rich medium after reducing the weight of the duplicated gene products (‘Materials and methods’). We identified a novel signature of upregulated proteins in all of the disomes compared to wild-type cells (Figure 6A, Figure 6—source data 1). Here, we refer to this signature as the APS (aneuploidy-associated protein signature). Importantly, this protein signature was not observed in three independent wild-type/wild-type control experiments

**Figure 6.**
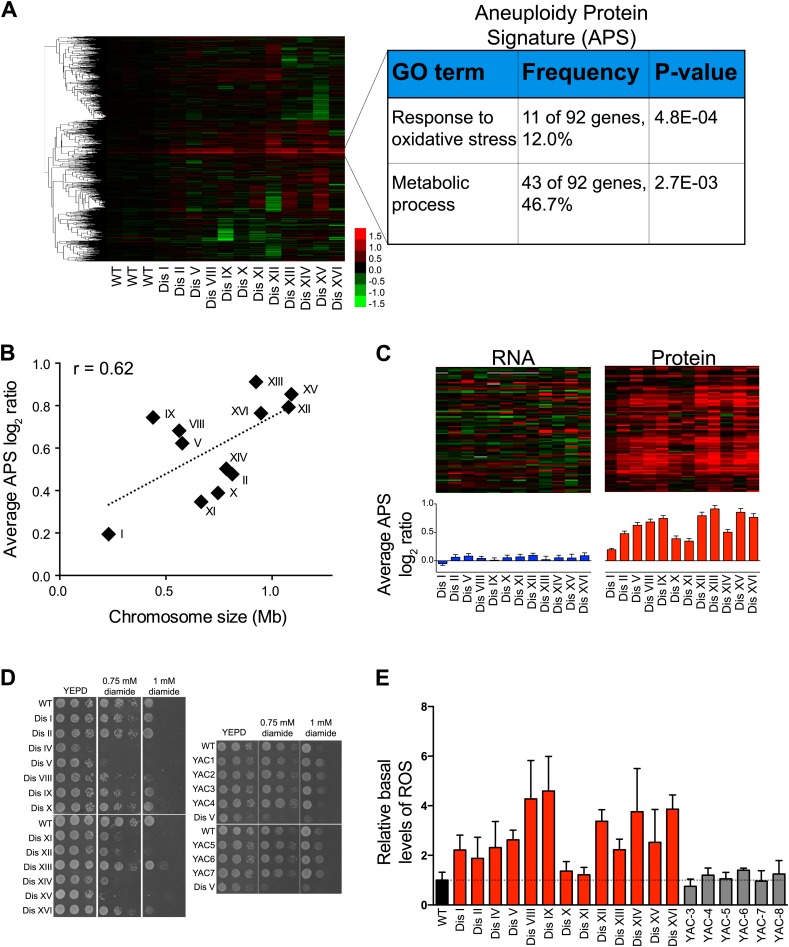
Identification of protein signature associated with aneuploidy. (**A**) Hierarchically clustered protein levels from strains grown in YEPD. Proteins encoded on duplicated chromosomes were down-weighted and all data were clustered using the program WCluster. Gene Ontology enrichment analysis of 92 proteins that are significantly upregulated in all 12 disomic strains is shown. We refer to this signature the aneuploidy-specific signature or APS. (**B**) Correlation of the average APS and chromosome size in the disomes. Linear fit is shown in dashed line. (**C**) Comparison of transcript (left) and protein levels (right) of the APS. Averaged gene (blue bars) or protein (red bars) expression of the APS of each disomic strain are shown below. Error bars represent SEM. (**D**) Proliferation capabilities of WT, disomes and cells harboring YACs on YEPD medium alone or in the presence of 0.75 or 1 mM diamide. (**E**) Relative ROS levels of the disomes grown in YEPD relative to wild-type cell. Error bars represent SD (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.03023.023 10.7554/eLife.03023.024Figure 6—source data 1.List of the Aneuploidy-associated protein signature.**DOI:** http://dx.doi.org/10.7554/eLife.03023.024

**Figure 6—figure supplement 1.**
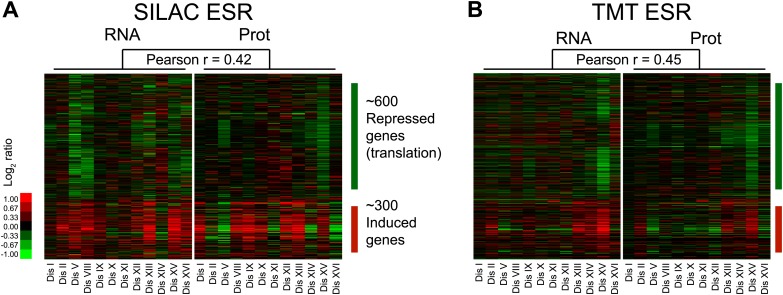
Protein signatures associated with aneuploidy. (**A**) Comparison of transcript (left) and protein levels (right) of the ESR in disomes relative to wild-type cells grown in synthetic medium. Down and upregulated genes defined as in Gasch et al. (2000). (**B**) Comparison of transcript (left) and protein levels (right) of the ESR of disomes relative to wild-type cells grown in YEPD medium. Down and upregulated genes defined as in Gasch et al. (2000). **DOI:** http://dx.doi.org/10.7554/eLife.03023.025

**Figure 6—figure supplement 2.**
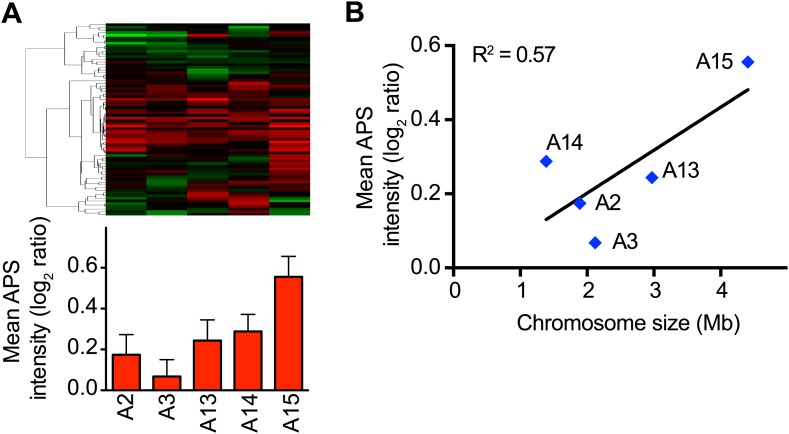
APS in the meiotically generated aneuploid strains. (**A**) Comparison of protein levels of the APS in five aneuploidy strains from Pavelka et al. (2010). Averaged protein (red bars) expression of the APS of each aneuploid strain are shown below. Error bars represent SEM. (**B**) Correlation of the average APS and chromosome size in five aneuploidy strains from Pavelka et al. (2010). Linear fit is shown in dashed line. **DOI:** http://dx.doi.org/10.7554/eLife.03023.026

**Figure 6—figure supplement 3.**
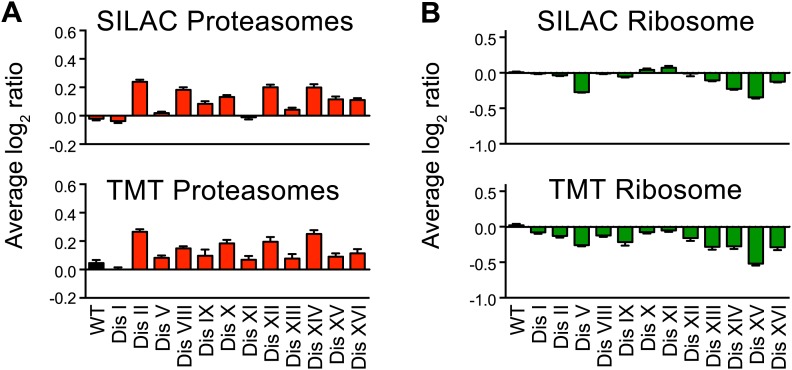
Ribosome and proteasome levels in aneuploid cells. (**A**) Averaged protein levels of proteasome subunits of each disomic strain relative to wild-type cells grown in synthetic (top) or YEPD (bottom) medium. Error bars represent SEM. (**B**) Averaged protein levels of ribosome subunits of each disomic strain relative to wild-type cells grown in synthetic (top) or YEPD (bottom) medium. Error bars represent SEM. **DOI:** http://dx.doi.org/10.7554/eLife.03023.027

**Figure 6—figure supplement 4.**
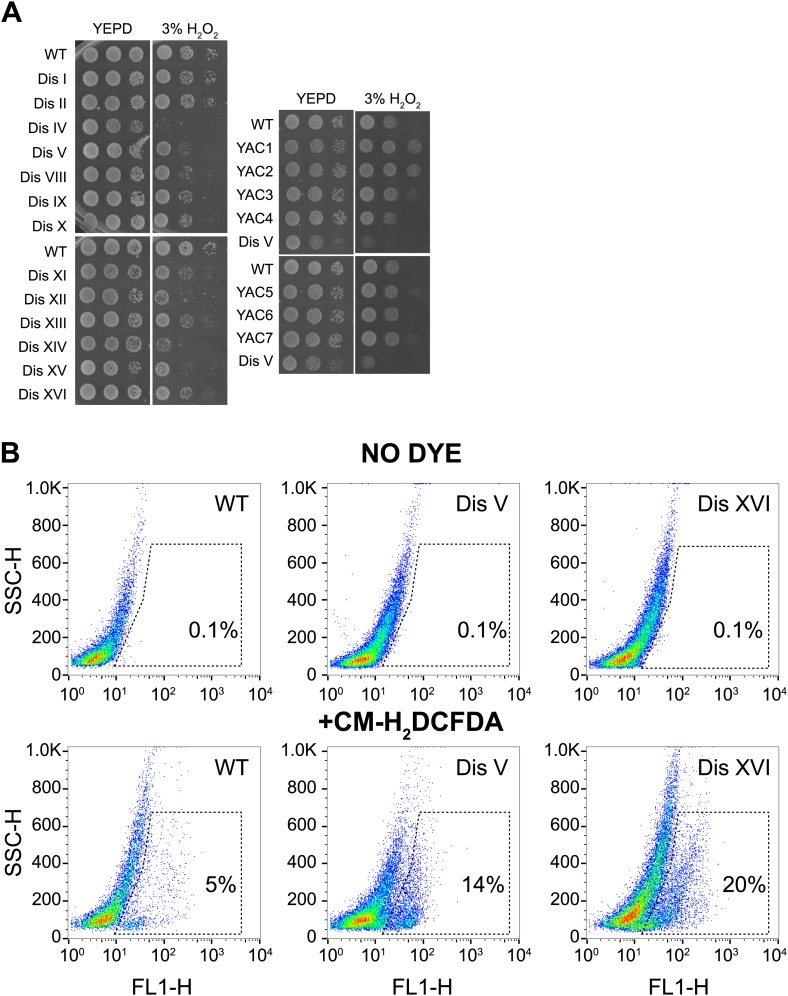
Proliferation capabilities of aneuploid cells in the presence of 3% H_2_O_2_. (**A**) Proliferation capabilities of WT, disomes and cells harboring YACs on YEPD medium alone or in the presence of 3% H_2_O_2_. (**B**) FACS analysis of cells grown in YEPD medium stained CM-H_2_DCFDA. **DOI:** http://dx.doi.org/10.7554/eLife.03023.028

GO enrichment analysis of the APS revealed a group of proteins associated with cellular responses to oxidative stress, including thioredoxins Trx1 and Trx2, oxidoreductases Grx1 and Grx5, peroxiredoxins Ahp1 and Prx1, and the superoxide dismutase Sod1. In addition, the APS included proteins upregulated during oxidative stress such as the yeast orthologue of the translationally controlled tumor protein (p23) Tma19, the essential NTPase required for ribosome synthesis Fap7, the 3′-5′-exodeoxyribonuclease YBL055C, and the polyamine synthases Spe3 and Spe4 (Gasch et al., 2000; Juhnke et al., 2000; Chattopadhyay et al., 2006). These results indicate that aneuploid cells may be exposed to higher levels of intracellular reactive oxygen species (ROS) (see below). Another GO category of APS-enriched genes is ‘metabolic processes’, including functions such as amino acid biosynthesis and cellular bioenergetics. Interestingly, the intensity of the APS, measured as the average increase of its 92 proteins, correlated with the size of the additional chromosome (Pearson r = 0.62, Figure 6B), indicating that it may be a direct consequence of the cellular imbalances caused by the presence of the extra chromosome, rather than due to increased dosage of specific genes. In addition, we found that the APS is also present in aneuploid strains isolated from random meiosis and that its intensity also correlated with the size of the additional chromosomes in those aneuploid strains (Figure 6—figure supplement 2).

Despite not finding a statistically significant enrichment for cellular processes associated with proteotoxic stress, we found several upregulated proteins involved in protein quality control pathways (Figure 6—source data 1). These include the Hsp90 regulators Sba1 and Hch1, the cis-trans peptide isomerases Cpr3, Fpr1 and Fpr3, and three proteins involved in ubiquitination including the ubiquitin-conjugating enzyme Ubc1, the ubiquitin interacting protein Duf1 and the ubiquitin-like protein Rub1. In addition, APS genes included several proteins involved in protein trafficking including Arc1, Sec53, Ric1, Vti1 and Ykt6. The upregulation of these proteins is consistent with increases in flux through protein folding, trafficking, and turnover machinery in aneuploid cells and will form the basis for future investigations. In support of a proposed need for increased protein degradation, we found that the average levels of proteasome subunits in all the disomic strains showed a small but significant increase compared to wild-type cells in almost every disomic strain independent of growth conditions (Figure 6—figure supplement 3).

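Of the 92 genes of the aneuploidy-associated protein signature (APS), 16 had a higher mRNA level in the disomes, 22 had a lower one and 54 did not pass the test (16 higher and 22 lower when adjusted over the list alone). The study chose this list by protein levels in the same strains, so the list is not independent evidence of a direction. Over all genes tested in the disomes, 864 of 5852 were higher and 1439 were lower. *TRX2*, a cytosolic thioredoxin, had a mean log2 ratio of 0.53 (SE 0.08, n = 9 disomes, adjusted p = 0.000687 from limma) and was higher in 9 of 9 disomes. *GRX1*, a glutaredoxin, rose by 0.49 (SE 0.09, n = 11 disomes, higher in 10 of 11), *SOD1*, the copper-zinc superoxide dismutase, rose by 0.32 (SE 0.09, n = 11, higher in 10 of 11), and *ECM4*, a glutathione transferase, rose by 0.90 (SE 0.12, n = 11, higher in 11 of 11). Of the other oxidative stress proteins that the paper names in the APS, *GRX5* rose by 0.17 (SE 0.04, adjusted p = 0.00798). *TRX1* at 0.15 (SE 0.11, adjusted p = 0.282), *PRX1* at 0.33 (SE 0.17, adjusted p = 0.146) and *AHP1* at 0.48 (SE 0.25, adjusted p = 0.138) did not pass. In the mean of both genotypes *GRX5* was at 0.05 and did not pass. In the other direction, *RUB1*, a ubiquitin-like modifier, fell by 0.39 (SE 0.05, n = 12 disomes, lower in 12 of 12), and the polyamine synthases *SPE3* and *SPE4* fell by 0.29 (SE 0.06) and 0.25 (SE 0.05), each lower in 11 of 11 disomes. *TMA19*, the yeast counterpart of a tumor protein, had a mean log2 ratio of 0.0053 (SE 0.07, adjusted p = 0.959). *FAP7*, an NTPase of ribosome synthesis, had a mean log2 ratio of 0.26 (SE 0.08, adjusted p = 0.0189, higher in 10 of 12), which was −0.09 in the 4 disomes of the later slides and −0.06 in the mean of both genotypes, where *SPE4* was also at −0.06 and *SOD1* at 0.21, each not past the test. By mean over the disomes, 45 of the 92 genes lay above 0, 7 above 0.4 and 5 below −0.4. With slide as a random block, 4 APS genes were higher and 3 lower. Under it *TRX2*, *GRX1*, *ECM4* and *RUB1* passed, while *SOD1*, *SPE3*, *SPE4* and *FAP7* did not. As a list the APS transcripts did not pass (camera, adjusted p = 0.737).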

Unexpectedly, the corresponding mRNA transcripts for most of the upregulated proteins were not increased. The average gene expression levels showed minimal changes (Figure 6C) indicating that the control of protein upregulation is posttranscriptional. 

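APS transcripts had a mean log2 ratio of −0.0063 ± 0.046 (SD, n = 12 disomes), above 0 in 6 disomes and below 0 in 6 (two-sided sign-flip permutation test, p = 0.639). The mean of the APS transcripts was lowest in disome XIII, at −0.08 (SEM 0.05 over 83 genes), and highest in disome XII, at 0.07 (SEM 0.04 over 79 genes). In disome V it was 0.03 and in disome XI −0.01. The mean became positive and passed the test when each array was centred on the median of its non-duplicated genes (0.04, p = 0.0269) and when genes on the duplicated chromosomes were kept (0.05, p = 0.00732). It was 0.0023 in the 8 disomes of the first slide and 0.0061 with normexp background correction, both not past the test.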

Intriguingly, we did not detect the APS signature in cells grown in synthetic medium. We do not yet understand the reason for this difference but hypothesize that the larger changes in gene and protein expression due to the selective conditions may mask its detection.

### Intracellular reactive oxygen species are elevated in aneuploid yeast strains

Our proteome analysis revealed a response to oxidative stress in aneuploid yeast strains. To test whether this was due to defects in redox homeostasis, we compared the viability of wild-type cells and disomes in the presence of diamide or hydrogen peroxide (H_2_O_2_). We found that most disomes show hypersensitivity to the reactive oxygen species ROS-inducing agents diamide (1 mM) or H_2_O_2_ (3%) (Figure 6D, Figure 6—figure supplement 4A). To investigate whether the mere presence of chromosome-size amounts of DNA was responsible for hypersensitivity to diamide or H_2_O_2_, we tested the viability of strains harboring a yeast artificial chromosome (YAC) varying in size containing human or mouse DNA. Cells harboring such YACs did not exhibit hypersensitivity to the ROS inducing agents (Figure 6D, Figure 6—figure supplement 4A), indicating that the presence of the extra yeast genes and their products is responsible for the increased sensitivity to oxidative stress.

To test whether the upregulation of oxidative stress response proteins was due to increased levels of intracellular ROS, we measured ROS levels in the disomes during exponential growth using a fluorescent, ROS-sensitive dye, 5-(and-6)-chloromethyl-2′,7′-dichlorodihydrofluorescein diacetate (CM-H_2_DCFDA) (Figure 6E, Figure 6—figure supplement 4B). Basal levels of intracellular ROS were higher in most disomes compared to wild-type cells. ROS levels in cells harboring a YAC with human or mouse DNA did not show such increases (Figure 6E). Our results indicate that aneuploidy disrupts cellular redox homeostasis leading to the accumulation of intracellular ROS. Our data further suggest that aneuploid cells respond to these elevated ROS levels by maintaining higher protein levels of ROS scavengers such as thioredoxins and oxidoreductases.

### Loss of function of *UBP6* ameliorates changes in protein abundance in all disomic strains

Our previous studies identified loss of function mutations in the deubiquitinating enzyme *UBP6* as attenuating the proteomic changes of aneuploidy in two disomic strains (Torres et al., 2010). In one strain (disome V) but not the other (disome XIII), this attenuation was associated with improved proliferative abilities. The studies described here show that aneuploidy profoundly impacts the proteome of all aneuploid yeast strains. 

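Ubp6 is a deubiquitinating enzyme of the proteasome, and RNA of 12 disomes that lack its gene was compared with a reference RNA labelled wild-type, with 1 array per strain. The *UBP6* signal of the disomes-*ubp6Δ* was 24.2 to 268, against 1235 to 3924 in the disomes that carry the gene. The *UBP6* signal of the reference RNA was also low on these arrays, at 12.9 to 65.1 against 1842 to 4474 on the arrays of the disomes, so that *UBP6* itself had a mean log2 ratio of 1.60 (SE 0.24, n = 12) between 2 low signals. The labels place the disomic strain in Cy5 on all 24 arrays, and the authors give a log10 ratio of Cy5 to Cy3 for every spot, as for the disomes. Marker genes deleted in a strain had opposite signs in the 2 genotypes: *ADE16*, an enzyme of purine synthesis, had a log2 ratio of Cy5 to Cy3 of −3.57 in disome XII and 6.70 in its *ubp6Δ* derivative, *LEU9*, of leucine synthesis, −6.49 and 5.93 in disome XV, and *MET12*, of folate metabolism, −6.19 and 3.76 in disome XVI. The duplicated chromosome had the lowest mean Cy5 to Cy3 ratio of the 16 on the 12 arrays of the disomes-*ubp6Δ*, and the authors' deposited per-sample values run opposite to Cy5 over Cy3 on them (r of −0.999 to −0.986 across genes). The sign of these 12 arrays was therefore turned, so that values give the strain over the reference. Spots were filtered and averaged as for the disomes, which left 5837 to 6081 genes per strain, with a median Cy3 intensity of 830 to 1271. Disomes I, II, V and VIII with *ubp6Δ* shared a slide with disome XVI, and the other 8 filled a slide of their own. The median local background was higher in Cy5 (64.5 to 74) than in Cy3 (27 to 37) on these arrays. The disome arrays had the same order (59.5 to 94.5 against 27 to 42), which argues against channels exchanged in the files. Each disome was compared with its own *ubp6Δ* derivative as a pair. An exchange of dyes at the bench would add gene-specific dye effects to the difference within a pair. Within each genotype the dye direction did not vary, so tests against 0 can hold dye effects too. The markers *ADE1* and *LYS2* were at 7.82 and 3.22 in the disomes-*ubp6Δ*, so such tests can also hold effects of marker differences. The reference RNAs of the 2 sets of arrays differ in their *UBP6* signal, so the difference between the genotypes cannot be read as loss of *UBP6* in the disomes alone.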

We performed gene expression and proteomic analyses of 12 disomic strains harboring the deletion of *UBP6* (*ubp6Δ*). We measured both mRNA and protein levels for ∼70–80% of all verified open reading frames (ORFs) in the disomes-*ubp6Δ* relative to wild-type cells (Figure 7A, Figure 7—figure supplement 1A, Figure 7—source data 1). Plots of the log_2_ ratios sorted by chromosomal position showed a strong correlation between mRNA and protein levels (Figure 7A, Figure 7—figure supplement 1B). While analysis of the log_2_ ratios of proteins encoded by non-duplicated genes showed a normal distribution (Figure 7B), log_2_ ratios of proteins encoded by duplicated genes fit a sum of two populations one of which was significantly attenuated (Figure 7C). The mRNA levels of these duplicated genes, however, showed an average increase of ∼twofold with no signs of compensation (Figure 7—figure supplement 1C). 

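The duplicated genes had a higher mRNA level in each of the 12 disomes-*ubp6Δ*. Their mean log2 ratio over 4418 values was 0.86 (SD 0.55), a 1.82-fold level, and 79.8% of the values were above 0.5. By strain the mean was 0.87 ± 0.10 (SD, n = 12), above 0 in 12 of 12, from 0.59 in disome XIV to 0.98 in disome VIII (two-sided sign-flip permutation test, p = 0.000488). The difference of the duplicated genes, disomes-*ubp6Δ* minus disomes, was 0.03 ± 0.15 (SD, n = 12 pairs), with 7 pairs up and 5 down (p = 0.523, same test). It was 0.01 without disome I and 0.06 without disome XIV, and passed the test in neither case. The largest decrease was in disome XIV, by 0.32, and the largest increase in disome I, by 0.24. By slide, the difference was 0.16 ± 0.08 (SD) in disomes I to VIII, 0.05 ± 0.06 in disomes IX to XII and −0.15 ± 0.15 in disomes XIII to XV. With the dyes taken as labelled, the mean of the duplicated genes was −0.86 in the disomes-*ubp6Δ*.

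**Figure D1:**
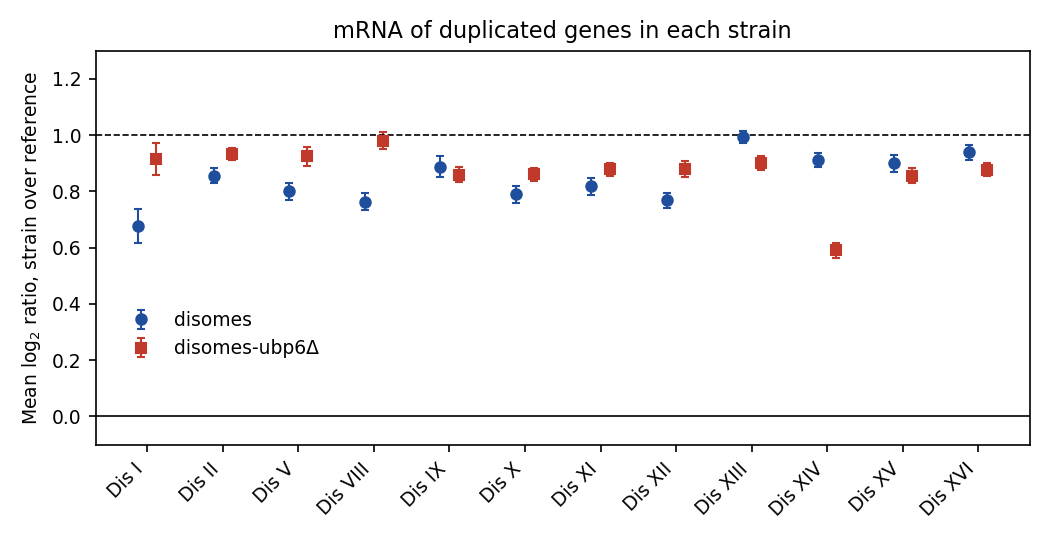
Mean log2 mRNA ratio of the duplicated genes in each disome (circles) and its *ubp6Δ* derivative (squares), with the SEM over genes as bars and dashed and solid lines at 1 and 0. All 24 means lie between 0.59 and 0.99.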

Importantly, loss of *UBP6* did not further attenuate levels of proteins found to be dosage compensated in the disomic strains (Pearson r = 0.75, Figure 7D,E, Figure 7—figure supplement 1D). These results indicate that the *UBP6* deletion does not significantly alter attenuation of subunits of macromolecular complexes.

**Figure 7.**
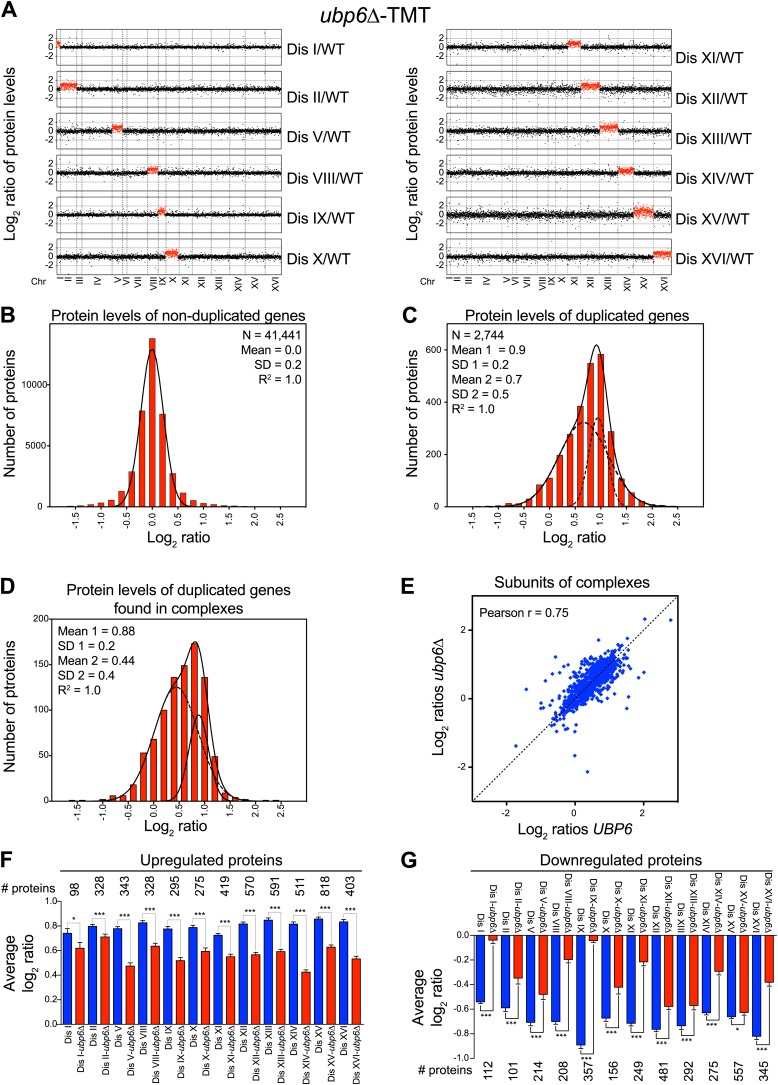
Loss of *UBP6* function preferentially affects proteins overproduced in disome V and disome XIII cells relative to wild-type. (**A**) The plots show the log_2_ ratio of the relative protein abundance of disomes harboring the *UBP6* deletion compared to wild-type cells grown in YEPD. Protein levels are shown in the order of the chromosomal location of their encoding genes. Protein levels of duplicated chromosomes are shown in red. (**B**) Histogram of the log_2_ ratios of the relative protein levels of non-duplicated genes of 12 disomes harboring the *UBP6* deletion relative to wild-type grown in YEPD medium. Fit to a normal distribution is shown (black line). (**C**) Histogram of the log_2_ ratios of the relative protein levels of duplicated genes of 12 disomes harboring the *ubp6Δ* relative to wild-type grown in YEPD medium. Fit to a sum of two normal distributions is shown (black line). (**D**) Histograms of the log_2_ ratios of the relative protein levels of duplicated genes found in complexes from disomic cells harboring the *UBP6* deletion grown in YEPD medium compared to wild-type. Fits to a sum of two normal distributions are shown (black lines). (**E**) Comparison of the protein levels of subunits of complexes when present in a duplicated chromosome in disomic cells vs disomes harboring the *UBP6* deletion grown in YEPD. Pairwise comparison show a Pearson correlation coefficient (r) = 0.75. (**F**) Average relative levels of the most upregulated proteins, log_2_ ratios ≥ 0.4, in disomes-*UBP6* (blue) and disomes-*ubp6Δ* (red) compared to wild-type cells. Pair-wise *t* test was performed between disomes, * refers to p value = 0.01 and *** refers to p value < 1E-4. (**G**) Average relative levels of the most downregulated proteins, log_2_ ratios ≤ −0.4, in disomes-*UBP6* (blue) and disomes-*ubp6Δ* (red) compared to wild-type cells. Pair-wise *t* test was performed between disomes, * refers to p value = 0.01 and *** refers to p value < 1E-4. **DOI:** http://dx.doi.org/10.7554/eLife.03023.029 10.7554/eLife.03023.030Figure 7—source data 1.Gene expression and proteome data of disomes-*ubp6*Δ.**DOI:** http://dx.doi.org/10.7554/eLife.03023.030

**Figure 7—figure supplement 1.**
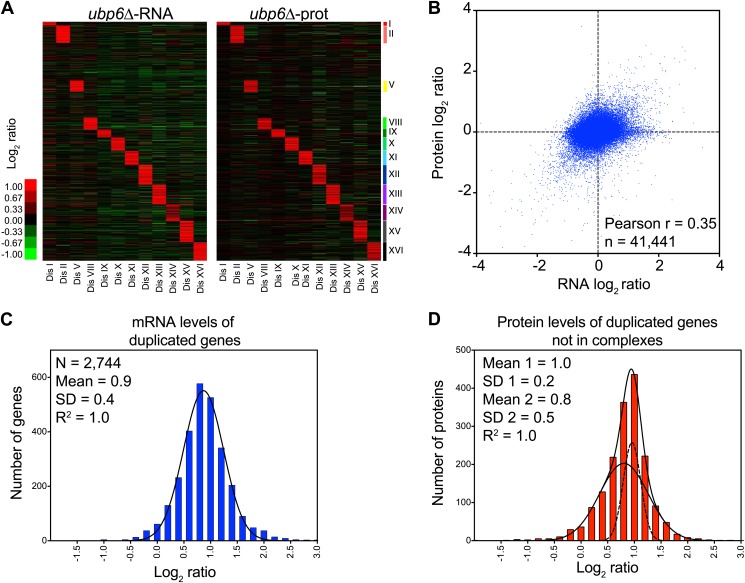
Analysis of mRNA and protein changes in disomes upon loss of *UBP6.* (**A**) Gene expression and protein levels of aneuploid strains harboring the ubp6Δ relative to wild-type cells grown in YEPD medium, ordered by chromosome position. Experiments (columns) are ordered by the number of the chromosome that is present in two copies. (**B**) Pairwise comparison of the mRNA vs protein levels in disomes-ubp6Δ grown in YEPD medium. Pearson correlation coefficient (r) = 0.35. (**C**) Histogram of the log_2_ ratios of the relative mRNA levels of duplicated genes of 12 disomes harboring the *ubp6Δ* relative to wild-type grown in YEPD medium. Fit to a normal distribution is shown (black line). (**D**) Histogram of the log_2_ ratios of the relative protein levels of duplicated genes not known to be part of complexes of 12 disomes harboring the *ubp6Δ* relative to wild-type grown in YEPD medium. Fit to a sum of two normal distributions is shown (black line). **DOI:** http://dx.doi.org/10.7554/eLife.03023.031

**Figure 7—figure supplement 2.**
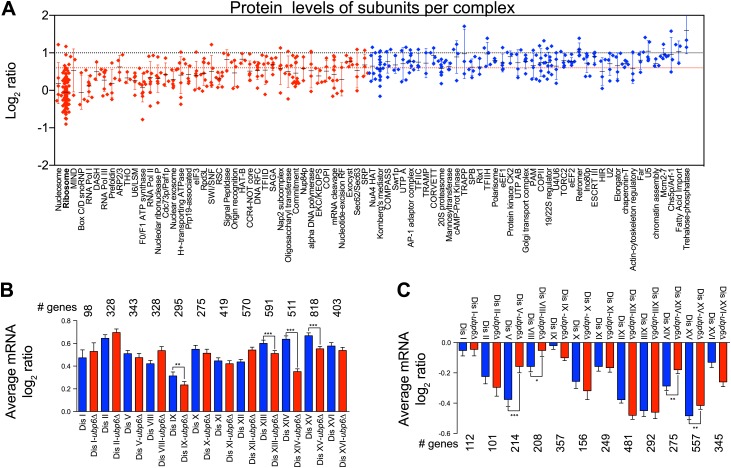
Protein levels of subunits of complexes and gene expression changes of the most up and downregulated genes in disomes-*ubp6Δ*. (**A**) Log_2_ ratios of subunits of complexes when encoded in a duplicated chromosome relative to wild-type. Complexes that show significant attenuation (mean of their subunits < 0.6 (dashed red line) are shown in red. (**B**) Average gene expression levels of the most upregulated proteins, log_2_ ratios ≥ 0.4, in disomes (blue) and disomes-*ubp6Δ* (red) compared to wild-type cells. Pairwise *t* test was performed between disomes, * refers to p value = 0.01 and *** refers to p value < 1E-4. (**C**) Average gene expression levels of the most downregulated proteins, log_2_ ratios ≤ 0.4, in disomes (blue) and disomes-*ubp6Δ* (red) compared to wild-type cells. Pair-wise *t* test was performed between disomes, * refers to p value = 0.01 and *** refers to p value < 1E-4. **DOI:** http://dx.doi.org/10.7554/eLife.03023.032

Next, we extended our analysis to all proteins whose levels were significantly altered in the disomes relative to wild-type cells regardless of their chromosomal origin. To this end, we binned proteins into three categories: upregulated (log_2_ ratio ≥ 0.4), downregulated (log_2_ ratio ≤ −0.4), and those that do not significantly change (−0.4 < log_2_ ratio < 0.4). We then compared the average of each category to the average change of the same proteins in the disomes lacking *UBP6*. We found that all 12 disomes showed significant attenuation in the levels of their most upregulated proteins upon loss of *UBP6* (Figure 7F). Importantly, analysis of the changes in gene expression of this set of proteins showed minimal attenuation of mRNA levels, indicating that the increased attenuation upon loss of *UBP6* is mediated posttranscriptionally (Figure 7—figure supplement 2). All disomes also showed significant increases of downregulated proteins upon the deletion of *UBP6* bringing their levels closer to wild-type cells (Figure 7G). The effect on downregulated proteins impacts fewer proteins than the upregulation (Figure 7F,G). These results indicate that protein attenuation upon loss of *UBP6* occurs in all aneuploid strains examined. Importantly, it affects both downregulated, and to a greater extent, upregulated proteins. Increased proteasomal degradation due to the loss of *UBP6* could be responsible for the downregulation of overexpressed genes. Which proteins are direct targets of Ubp6 remains to be investigated. So far, we found that deletion of *UBP6* in wild-type cells did not affect the half-life of six proteins, Fap7, Glc8, Bna5, Tma19, Trx1 and Trx2, whose increased abundance in disomic strains is attenuated when *UBP6* is deleted (Figure 8—figure supplement 1). It is thus possible that the *ubp6Δ*-mediated attenuation of overexpressed proteins in the disomes is indirect. How deletion of *UBP6* brings about an increase in the levels of proteins that are down-regulated in aneuploid strains is more difficult to explain and one must invoke indirect effects such as downregulation of negative regulators of gene expression.

### Loss of *UBP6* significantly attenuates the cellular responses to aneuploidy

Consistent with oxidative stress responsive protein levels being upregulated in aneuploid cells and attenuated upon loss of *UBP6*, we found that the APS was significantly reduced in the disomic yeast strains lacking *UBP6* (Figure 8A). 

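Of the 92 APS genes, 11 had a higher mRNA level in the disomes-*ubp6Δ* than in the reference, 19 had a lower one and 62 did not pass the test (11 higher and 19 lower when adjusted over the list alone). The list was chosen by the study on protein levels of the disomes, so it is not independent evidence of a direction. Over all genes tested in the disomes-*ubp6Δ*, 832 of 6005 were higher and 1274 were lower. *AAH1*, adenine deaminase, fell by 0.64 (SE 0.13, n = 11, adjusted p = 0.00282 from limma, lower in 10 of 11), and *IFM1*, a mitochondrial translation initiation factor, fell by 0.45 (SE 0.08, n = 11, lower in 11 of 11). *FAP7* was lower in 12 of 12 disomes-*ubp6Δ*, with a mean of −0.37 (SE 0.07). *YKT6*, a SNARE protein of vesicle fusion, was lower in 11 of 11, with a mean of −0.35 (SE 0.06). In the disomes both were higher, at 0.26 and 0.19. *TMA19* rose by 0.29 (SE 0.08, higher in 9 of 11). In the mean of both genotypes *FAP7* (−0.06), *YKT6* (−0.08) and *TMA19* (0.15) did not pass the test. With slide as a random block, 2 APS genes were higher and 6 lower. Under it *FAP7*, *IFM1* and *YKT6* passed, while *AAH1* and *TMA19* did not. Between the genotypes, 13 APS genes were higher in the disomes-*ubp6Δ*, 14 were lower and 65 did not pass the test (13 higher and 13 lower when adjusted over the list alone). Over all genes tested between the genotypes, 934 of 5771 were higher and 1040 were lower. The APS transcripts had a mean log2 ratio of −0.036 ± 0.051 (SD, n = 12 disomes-*ubp6Δ*), below 0 in 9 of 12 (two-sided sign-flip permutation test, p = 0.0366), and did not pass the test when any of 7 single strains was left out (p up to 0.0732). Their difference from the disomes was −0.031 ± 0.059 (SD, n = 12 pairs), with 8 pairs down and 4 up (p = 0.0977), and the largest decrease, by 0.14, was in disome V. By slide, the mean difference was −0.04 in disomes I to VIII, −0.04 in disomes IX to XII and −0.0027 in disomes XIII to XV. The mean in the disomes-*ubp6Δ* turned positive with each array centred on its non-duplicated genes (0.01), with duplicated genes kept (0.02) and with the dyes as labelled (0.04), and the difference passed the test with normexp background correction (p = 0.0493).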

Interestingly, disome V, whose fitness is significantly improved upon deletion of *UBP6,* showed the strongest reduction in the APS. In contrast, we found that the ESR was not significantly affected in the disomic strains lacking *UBP6* (Figure 8—figure supplement 2). This is consistent with the fact that only 2 disomes, disome V and XI, show significant improvements in fitness when grown in rich medium (Torres et al., 2010). 

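Of 92 stress-induced genes, 27 were higher in the disomes-*ubp6Δ*, 3 were lower and 62 did not pass the test (27 higher and 3 lower when adjusted over the list alone). *HSP12* had a mean log2 ratio of 1.19 (SE 0.30, n = 12, adjusted p = 0.00817 from limma, higher in 9 of 12) and *DDR2* was 2.14-fold the reference (log2 SE 0.25, n = 11, higher in 10 of 11). Of 138 ribosome biogenesis genes, 53 were lower and 3 were higher (59 lower and 3 higher when adjusted over the list alone); *DRS1*, an RNA helicase of large-subunit assembly, fell by 0.60 (SE 0.09, lower in 11 of 11), and *SSF1*, another assembly factor, fell by 0.57 (SE 0.08, lower in 11 of 11). With slide as a random block, 579 genes changed in the disomes-*ubp6Δ*, among them 6 stress-induced genes higher and 1 lower and 24 ribosome biogenesis genes lower and 1 higher. *DRS1* and *SSF1* passed under it, *HSP12* and *DDR2* did not. Both lists passed as lists, stress-induced genes up (camera, adjusted p = 1.19e-07, mean 0.27, up on 8 of 12 arrays; adjusted p = 0.739 with an estimated correlation) and ribosome biogenesis genes down (adjusted p = 0.000233, mean −0.16, up on 1 of 12; adjusted p = 0.739 with an estimated correlation). The ESR score, the mean of the stress-induced genes minus that of the repressed genes, was 0.40 ± 0.53 (SD, n = 12) in the disomes and 0.39 ± 0.39 (SD, n = 12) in the disomes-*ubp6Δ*. The difference of the ESR score was −0.0081 ± 0.32 (SD, n = 12 pairs), with 6 pairs up and 6 down (two-sided sign-flip permutation test, p = 0.930), from −0.66 in disome XV to 0.61 in disome VIII. By slide, the difference was 0.23 in disomes I to VIII, −0.09 in disomes IX to XII and −0.21 in disomes XIII to XV. The paper states that deletion of *UBP6* did not significantly affect the ESR, in contrast to the APS, and relates this to the few disomes whose growth in rich medium improves without *UBP6* (Figure 8—figure supplement 2). The reference RNAs of the 2 sets of arrays differ in their *UBP6* signal. A difference of the ESR score near 0 therefore cannot show whether loss of *UBP6* affects the ESR.
Single genes did differ between the arrays of the 2 genotypes: 1974 of 5771 changed, 934 higher and 1040 lower in the disomes-*ubp6Δ* (limma on the differences within pairs). Of the 1974, 1330 had opposite signs in the 2 genotypes, a share of 67.4% that selection on the difference itself raises. Dye direction, slide and the *UBP6* signal of the reference RNA differ within every pair. The changes of single genes therefore cannot be assigned to the loss of *UBP6*. The log2 ratios of *HXT7* and *HXT6* differed by −3.47 (SE 0.36, adjusted p = 4.47e-05) and −3.43 (SE 0.36), each lower in 11 of 12 pairs. The *HXT7* signal of the reference RNA stood at the percentiles of 95.2 to 95.9 on the arrays of the disomes-*ubp6Δ* and of 21.5 to 68.7 on those of the disomes, and the signal of the strains at 68.6 to 97.8 and 36.9 to 99.1. The ratio of *SPL2*, a regulator of phosphate transport, differed by −1.32 (SE 0.29, lower in 11 of 11 pairs), with the signal of the reference RNA at the percentiles of 90.2 to 91.3 against 68.4 to 96.3 and that of the strains at 22.2 to 94.2 against 23.9 to 83.8. The ratio of *ZWF1*, which opens the pentose phosphate pathway, differed by 1.59 (SE 0.25, higher in 11 of 11). With the dyes as labelled the *ZWF1* difference was −0.23 and did not pass, so a dye effect on it cannot be told from a change. Genes for mitochondrial ribosomal proteins had 22 of 56 lower and 5 higher (22 lower and 6 higher when adjusted over the list alone), among them *MRPL32*, which differed by −0.72 (SE 0.07, lower in 12 of 12 pairs). *MRP8*, which the list took in by its symbol alone, did not pass. The genes were down as a list (camera, adjusted p = 0.0387, mean −0.13, down in 12 of 12 pairs; adjusted p = 0.862 with an estimated correlation). Of 21 seripauperin and anaerobically induced genes, 10 were higher and 1 was lower (12 higher and 1 lower when adjusted over the list alone), including *TIR2*, a cell wall mannoprotein, at 0.54 (SE 0.11, higher in 10 of 11 pairs), and this list was up (adjusted p = 0.0387, mean 0.22, up in 10 of 12 pairs; adjusted p = 0.935 with an estimated correlation). Neither list passed without the filter on background or without the replicate block (camera, 0 lists, 5 at an unadjusted p under 0.05 each). With slide as a fixed block, 2 genes passed (739 at an unadjusted p under 0.05), and that fit rests on the pair of disome XVI. With the dyes as labelled, *SPL2*, *ZWF1*, *MRPL32* and *TIR2* change sign and the ESR score difference is −0.78 (p = 0.00391).

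**Figure D2:**
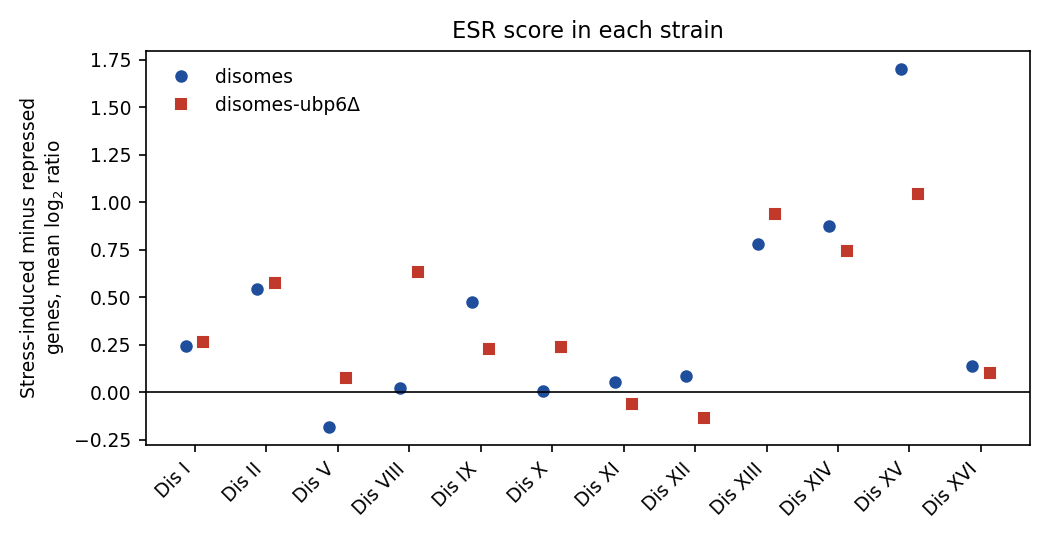
ESR score, the mean log2 ratio of stress-induced genes minus that of repressed genes, in each disome (circles) and its *ubp6Δ* derivative (squares), 1 array each. The score is highest in disome XV, at 1.70 with *UBP6* and 1.04 without.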

Our results indicate that loss of *UBP6* ameliorates protein responses associated with altered redox homeostasis and metabolism.

**Figure 8.**
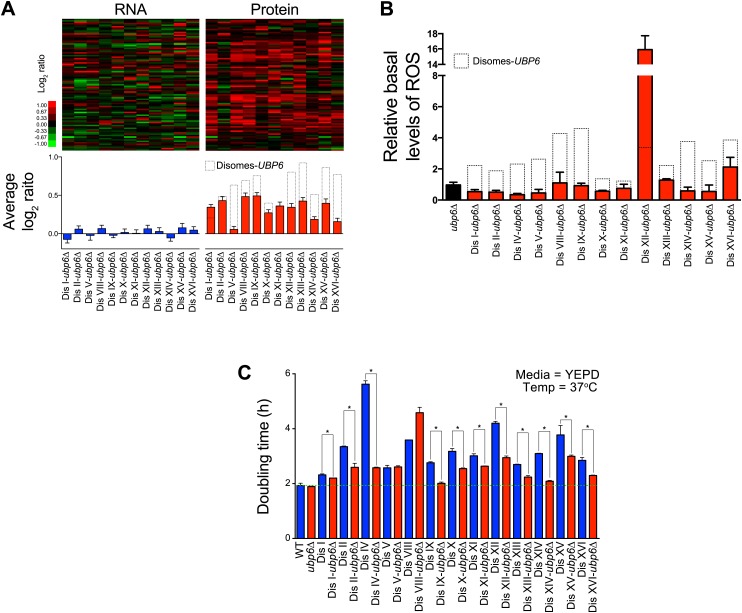
Loss of *UBP6* attenuates cellular responses to aneuploidy. (**A**) Comparison of transcript (left) and protein levels (right) of the APS in disomes-*ubp6Δ*. Averaged gene (blue bars) or protein (red bars) expression of the APS of each disomic strain are shown below. Error bars represent SEM. For comparison, dashed lines show the corresponding averages in disomes-*UBP6*. (**B**) Relative ROS levels of disomes-*ubp6Δ* grown in YEPD at 30°C. Error bars represent SD (n = 3). For comparison, dashed lines show the corresponding ROS levels in disomes-*UBP6*. (**C**) Doubling times of cells at 37°C. * refers to p-value < 0.05 (*t* test). **DOI:** http://dx.doi.org/10.7554/eLife.03023.033 10.7554/eLife.03023.034Figure 8—source data 1.List of strains utilized.**DOI:** http://dx.doi.org/10.7554/eLife.03023.034

**Figure 8—figure supplement 1.**
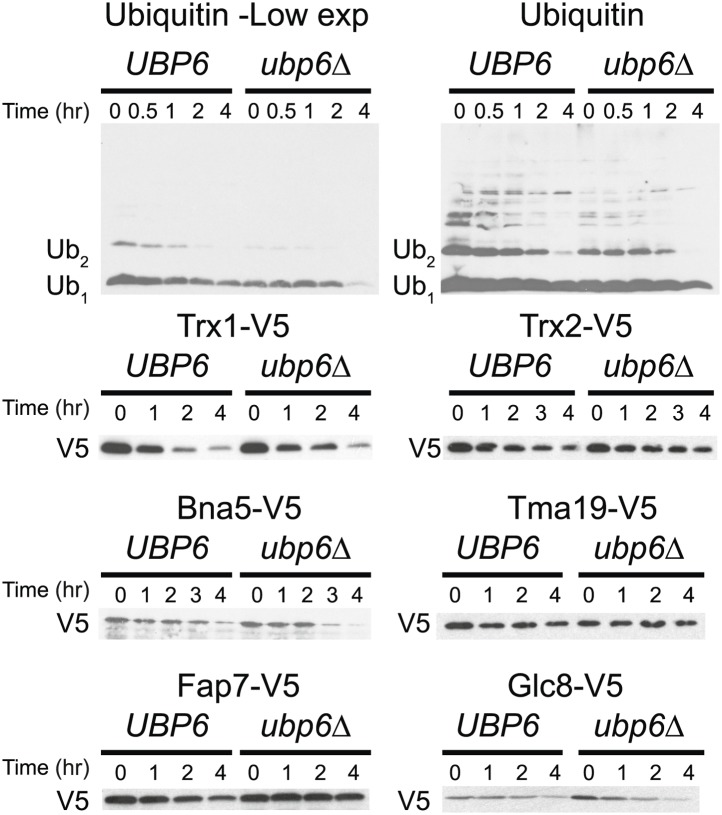
Cyclohexidime chases of Ubiquitin, Trx1, Trx2, Bna5, Tma19, Fap7 and Glc8 in wild-type cells or cells harboring the *ubp6Δ*. **DOI:** http://dx.doi.org/10.7554/eLife.03023.035

**Figure 8—figure supplement 2.**
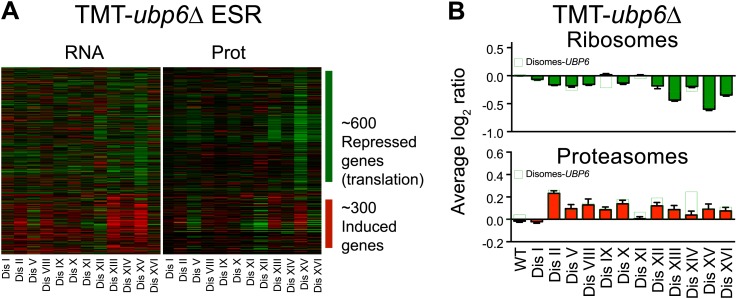
ESR, ribosome and proteasome levels in disomes-*ubp6Δ*. (**A**) Comparison of transcript (left) and protein levels (right) of the ESR of disomes-*ubp6*Δ relative to wild-type cells grown in YEPD medium. Down and upregulated genes are defined as in Gasch et al. (2000). (**B**) Averaged protein levels of ribosome (top) and proteasome subunits (bottom) of each disome-*ubp6Δ* relative to wild-type cells grown in YEPD medium. Error bars represent SEM. **DOI:** http://dx.doi.org/10.7554/eLife.03023.036

Amelioration of the APS upon *UBP6* loss of function (Figure 8A) suggests that the elevated intracellular ROS levels observed in the disomes may also be affected by the deletion. Indeed, loss of Upb6 function resulted in a significant decrease in the basal levels of intracellular ROS in 12 out of 13 disomic strains (Figure 8B). We were not able to test whether deletion of *UBP6* suppressed the diamide and H_2_O_2_ sensitivity of the disomic strains because deletion of *UPB6* itself causes sensitivity to these compounds. However, we were able to assess the effects of deleting *UBP6* on the overall fitness of the disomic strains. We previously found that loss of *UBP6* improved the fitness of 2 disomic strains when grown in YEPD medium and of 4 disomic strains when grown in selective medium (Torres et al., 2010). At high temperature the impact on fitness was more global. Deletion of *UBP6* suppressed the proliferation defect of 11 out of 13 disomic strains at 37°C (Figure 8C). Our results indicate that *UBP6* loss of function leads to lower intracellular ROS and ameliorates the APS in all disomic strains analyzed. Importantly, this suppression is also associated with an improvement in fitness in most disomic strains, particularly under proteotoxic stress conditions, suggesting that defects in redox homeostasis contribute to the proliferation defect of aneuploid strains.

## Discussion

### Aneuploidy alters the proteome

Our studies show that, in general, the acquisition of an extra chromosome translates into proportional increases in protein levels encoded on that chromosome. Despite the mechanisms that exist for dosage compensation of sex chromosomes, eukaryotic cells do not seem to have evolved mechanisms to silence genes upon the acquisition of an extra copy of an autosome. Therefore, a direct consequence of gaining an extra chromosome is increased flux through the transcription and translation machineries. However, the near comprehensive quantitative proteomic assessment of 12 disomic yeast strains described here reveals that levels of a sizeable portion of the proteome (∼20%) do not scale with gene copy number. Most of the attenuated proteins are members of multi-protein complexes. Importantly, we show that attenuation of protein levels is mediated by posttranslational mechanisms, mostly by protein degradation. We hypothesize that these proteins only acquire a stably folded state when they are incorporated into their native complexes. Cells produce stoichiometric amounts of individual subunits of multiprotein complexes (Li et al., 2014). Approximately one third of all yeast genes, which are randomly scattered in the genome, encode subunits of macromolecular complexes. Therefore irrespective of which chromosome is duplicated, significant protein attenuation must take place (Figure 2F). For example, the ribosome, which consists of 79 unstable proteins (encoded by 137 genes), is one of the most abundant multi-subunit complexes in the cell. It is estimated that 50% of all RNA Polymerase II transcription is devoted to the production of ribosomal proteins (Warner, 1999). Except for chromosomes I, III and VI, every yeast chromosome encodes several subunits, ranging from 5 in disome V to 19 in disome IV. Thus even a single excess chromosome leads to a substantial increase in transcription and translation of individual subunits without upregulation of the total number of ribosomes. Our results indicate that the majority of excess subunits, not only of the ribosome but also of most complexes, are destined for degradation. Altogether, our results provide direct evidence that a major consequence of aneuploidy is an increased burden on the protein quality control pathways including protein degradation.

Cells have evolved several mechanisms that facilitate complex assembly, such as co-transcriptional regulation and dedicated chaperone systems that help stabilize unstable subunits to prevent their degradation. Our analysis indicates that two of the most stable and long-lived complexes in cells, the ribosome and the nucleosome, consist of subunits that may not exist for long unless assembled into their complex (elBaradi et al., 1986; Gunjan and Verreault, 2003; Meeks-Wagner and Hartwell, 1986; Tsay et al., 1988). Most other complexes show a large range of subunit stabilities. Remarkably, almost every complex analyzed in our study contains at least one attenuated subunit. Conversely, most macromolecular complexes with the exception of the nucleosome and ribosome contain at least one subunit that appears to be stable on its own. The existence of unfolded or partially folded unstable subunits may provide the necessary free energy to drive complex formation (Kiefhaber et al., 2012). Our results suggest that a stable scaffold protein may also be required for complex assembly. Deciphering the molecular mechanisms that dictate which subunits are degraded and which are not will significantly contribute to our understanding of the regulation of macromolecular complex formation.

### Cellular responses to aneuploidy

Aneuploidy hampers cellular proliferation and consistently elicits gene expression responses associated with slow proliferation and stress. Here, we showed that such gene expression responses affect the proteome content of cells. Paradoxically, one facet of the ESR is the downregulation of ribosomal protein genes leading to lower ribosome protein levels in the disomic strains compared to wild-type cells (Figure 6—figure supplement 3B). This is despite the apparent increase in total translation in cells harboring an extra chromosome. In addition, ribosomal footprinting analyses of disomic strains did not reveal any signs of impairment in translation efficiency. Therefore, the functional consequences of downregulation of ribosomes may be due to slower proliferation rates and may not affect the translational capacity of the cell. Nonetheless, increased translation and downregulation of ribosomal genes may provide the molecular explanation for the increased sensitivities of aneuploid cells to drugs that target the translational machinery.

In addition to the ESR-driven protein changes, we identified a novel aneuploidy-specific protein expression signature. This signature is present in all disomes analyzed and consists of 92 upregulated proteins involved in the regulation of redox homeostasis and metabolism. The upregulation of several of these proteins appears to occur in response to higher basal levels of intracellular ROS in the disomes. At present, we do not know the source of elevated intracellular ROS but our results indicate that disruption of protein homeostasis may be the culprit. Increased protein translation, folding and turnover create a high demand for ATP, which leads to the accumulation of ROS (Gorrini et al., 2013). In addition, endoplasmic reticulum (ER) stress due to increased protein folding could also contribute to ROS accumulation (Tu and Weissman, 2002). Another not mutually exclusive possibility is that altered metabolism due to upregulation of anabolic processes alters redox homeostasis in aneuploid cells (Gorrini et al., 2013). Consistently, several proteins involved in the biosynthesis of amino acids, nucleotides and lipids are upregulated in the disomes (Figure 6—source data 1). Lastly, our analysis indicates that the average increase in levels of the APS strongly correlates with the size of the extra chromosomes in the disomes, suggesting that this response may be a direct consequence of the acquisition of extra genes.

An unexpected finding in our studies is that the APS is not associated with increases in corresponding mRNA levels. Several potential mechanisms could mediate this response. Increased translation could be one reason. However, we found no detectable changes in translational efficiency of the APS genes in disomes V or XVI. We note that a more comprehensive ribosomal footprinting analysis would be necessary to reveal small but significant changes in translational control for a particular gene. It is also possible that the APS is the result of protein stabilization. Consistently, stabilization of proteins following transcriptional downregulation has been observed in cells exposed to mild oxidative stress over the course of several hours (Vogel et al., 2011). How stabilization occurs is not yet known but changes in posttranslational modifications such as phosphorylation are certainly one possibility. Most of the proteins of the APS have been shown to be ubiquitinated or phosphorylated (76 of 92, Figure 6—source data 1). Because aneuploidy alters cellular metabolism, posttranslational modifications involving metabolites could also play a role. Interestingly, 34 of 92 APS proteins have been shown to be acetylated and/or succinylated in yeast (Henriksen et al., 2012; Weinert et al., 2013).

### Increased protein attenuation suppresses cellular responses to aneuploidy

Increased protein degradation mediated by the loss of function of *UBP6* suppresses several phenotypes associated with aneuploidy. Our results indicate that protein attenuation upon loss of *UBP6* occurs independently of the identity of the extra chromosome and that it affects both down and upregulated proteins, although the latter to a greater extent. We hypothesize that deletion of *UBP6* directly affects protein degradation and/or ameliorates protein responses indirectly by suppressing aneuploidy-associated phenotypes. Another possibility is that loss of *UBP6* directly leads to increased degradation of a few transcriptional regulators thereby affecting the levels of both down and upregulated proteins.

Loss of *UBP6* suppresses the sensitivity to high temperature exhibited by most disomic strains. In addition, we found that loss of *UBP6* suppresses the APS and reduces elevated basal levels of reactive oxygen species in most disomes. Importantly, analysis of the attenuated proteins revealed that attenuation of subunits of complexes was not increased; thus *UBP6* does not appear to be involved in their degradation. These findings also suggest that *UBP6* substrates are enriched for proteins involved in stress responses. Whether the most attenuated proteins in the disomes upon *UBP6* loss are direct targets of Ubp6’s deubiquitinating activity is not clear and requires further investigation. Nonetheless, loss of *UBP6* leads to the clearance of protein aggregates in aneuploid cells (Oromendia et al., 2012). This raises the possibility that the removal of protein aggregates could contribute to the beneficial effects of *UBP6* deletion. Because protein aggregates sequester numerous proteins with essential cellular functions (Olzscha et al., 2011), their removal upon loss of *UBP6* may release sequestered proteins and could account for increases of downregulated proteins in the disomes. Alternatively, protein aggregates may consist of other metastable proteins simply as a consequence of impaired folding and/or chaperone activity and attenuation in protein abundance mediated by *UBP6* alleviates such stress. Establishing which proteins are direct targets of Ubp6 will help us understand the molecular mechanisms by which its loss of function suppresses aneuploidy-associated phenotypes.

### Implications for human disease

Our studies revealed that aneuploidy leads to higher levels of intracellular ROS. This increase in ROS may in part be responsible for the genomic instability observed in aneuploid cells (Sheltzer et al., 2011). Consistent with this, aneuploid mouse embryonic fibroblasts as well as most cancer cells are characterized by high levels of reactive oxygen species (Li et al., 2010; Gorrini et al., 2013). Unexpectedly, cells respond to increases in ROS by maintaining elevated levels of ROS scavenger proteins by posttranscriptional mechanisms. Our studies raise an important question: how do cancer cells exploit posttranscriptional mechanisms to alter protein levels and respond to intrinsic genomic alterations? Quantification of the cancer proteome remains a formidable challenge; but such efforts hold significant potential to reveal novel insights into the mechanisms by which cancer cells thrive despite their unbalanced genome. Deciphering such mechanisms could significantly impact our understanding of tumorigenesis.

Finally, our studies indicate that attenuation of proteome changes and removal of protein aggregates significantly ameliorates the detrimental effects of aneuploidy. Aneuploidy causes Down syndrome and is thought to play an active role in neurodegenerative diseases (Siegel and Amon, 2012). Our studies indicate that targeting genes in the protein degradation pathway, such as *UBP6*, holds significant potential to ameliorate the detrimental consequences of aneuploidy in humans. This opens the window for the design of novel approaches to improve the symptoms of Down patients and prevent or delay the onset of Alzheimer's or Huntington's disease.

## Material and methods

### Yeast strains and growth conditions

All stains are derivatives of W303 (E187) and are listed in Figure 8—source data 1. CEN-plasmids were isolated from the MOBY collection and introduced into wild-type cells by transformation. Gene expression analysis was performed as described in Torres et al. (2007) and is available in Figure 2—source data 1. All aneuploid strains used in this study were subjected to comparative genomic hybridization (CGH) to ensure that the additional chromosome was present in its entirety.

### Rationale for performing proteomic analysis of 12 out of 16 possible disomic yeast strains

Disomic yeast strains were generated by a chromosome transfer strategy described in Torres et al. (2007). Cells disomic for chromosomes III and VII were not obtained because the MAT locus and the CYH2 locus located on chromosome III and VII, respectively, are required for selection steps during chromosome transfer procedure. Cell disomic for chromosome VI could not be generated as two copies of ACT1 and TUB2 seem to cause lethally (Anders et al., 2009). Cells disomic for chromosome IV, the largest chromosome in yeast, were not analyzed because they show poor cell viability (Torres et al., 2007).

### Growth of cells for SILAC analysis

Cells were grown overnight at 30°C in selective medium (-Lys-His+G418) in the presence of ‘light’ or ‘heavy’ lysine (100 mg/ml). Batch cultures were diluted to OD_600nm_ = 0.2 the next day and harvested once they reached an OD_600nm_ = 1.0.

### Distribution analysis of protein log_2_ ratios

Analysis of the log_2_ ratios was performed utilizing the PRISM software (v6.0). Pearson mode skewness was calculated as follows: (median − mean)/SD. Scatterplots and their correlation values (Pearson r) were also calculated with the PRISM software.

### Identification of APS

Hierarchical clustering was performed using the program WCluster (http://function.princeton.edu/WCluster/). WCluster takes both a data table and a weight table to allow individual measurements to be differentially considered by the clustering algorithm. Protein expression data were clustered by a Pearson correlation metric with equal weighting given to all data, or with no weight given to genes on the duplicated chromosomes.

### ROS measurements

Cells were grown overnight at 30°C in selective medium (-His+G418). Batch cultures were diluted to OD_600nm_ = 0.2 into YEPD medium the next day. Once they reached an OD_600nm_ = 1.0, cells were transferred to PBS buffer and incubated with 1 µM CM-H_2_DCFDA at 30°C for 60 min. Excess dye was washed three times and cell fluorescence was analyzed by FACS.

### Polyribosome profile analysis

Polysomes were prepared as described (Clarkson et al., 2010). Briefly, 250-ml cultures were grown in YEPD at 30°C to an OD_600nm_ of 0.5. Cycloheximide was added to a final concentration of 0.1 mg/ml for 3 min. Cells were pelleted by centrifugation and lysed by vortexing with zirconia/silica beads in 1× PLB (20 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid–KOH, pH 7.4, 2 mM magnesium acetate, 100 mM potassium acetate, 0.1 mg/ml cycloheximide, 3 mM dithiothreitol [DTT]) and treated with RNasin Plus RNase inhibitor (Promega, Fitchburg, WI). Lysates were clarified by centrifugation, and 25 A260 units were resolved on 11-ml linear 10–50% sucrose gradients in 1× PLB by centrifugation in a Beckman SW41 rotor (Beckman Coulter, Indianapolis, IN) for 3 hr at 35,000 rpm.

### Mass spectrometry sample preparation

For SILAC experiments, cells grown in heavy and light media were mixed in equal numbers and lysed by bead beating in a buffer containing 8 M urea, 75 mM NaCl, 50 mM Tris-Cl, pH 8.2, and a protease inhibitor cocktail (complete mini, Roche, Germany) using three cycles of 90 s separated by three minute incubation on ice. The lysates were cleared of unlysed cells and insoluble material by centrifugation at 14,000×*g* for 15 min at 4°C. Protein concentrations were determined by a dye binding assay (Bio-Rad, Hercules, CA). Disulfide bonds were reduced by adding dithiothreitol (Sigma, St. Louis, MO) to a final concentration of 5 mM and incubating at room temperature for 40 min. Reduced cysteines were alkylated by the addition of iodoacetamide to 15 mM and incubation for 40 min in the dark at room temperature. Alkylation was quenched with an additional 10 mM dithiothreitol. Lysates were diluted 2.5-fold with Tris–HCl, pH 8.8 (25 mM final concentration). Lysyl endopeptidase (lysC, Wako, Richmond, VA) was added to a final concentration of 10 ng/ml and digests were allowed to proceed overnight at room temperature with gentle agitation. Digestion was stopped by the addition of formic acid (FA) to a final concentration of 1% and precipitates were removed by centrifugation at 14,000×*g* for 3 min. The supernatants were applied to pre-equilibrated Sep-Pak tC18 columns (Waters, Milford, MA) and the columns were washed with 1% formic acid. Bound peptides were eluted with 70% acetonitrile (ACN), 1% FA and lyophilized.

### Growth of cells for TMT analysis

Cells were grown overnight at 30°C in selective medium (-His+G418). Batch cultures were diluted to OD_600nm_ = 0.2 into YEPD medium the next day and harvested once they reached an OD_600nm_ = 1.0.

### TMT-labeling

100 μg total peptide from each strain was resuspended in 100 μl of 0.2 M Hepes (pH 8.5). TMT six-plex reagents (0.8 mg per vial) (Thermo Fisher, Rockford, IL) were resuspended in 41 μl of anhydrous ACN and 10 μl of each reagent was added to each sample. Reactions were allowed to proceed at room temperature for 1 hr, after which they were quenched by the addition of 8 μl of 5% hydroxylamine for 15 min and then acidified by the addition of 16 μl neat FA. Reaction products from all six differentially labeled samples were combined and 1 ml of 1% FA was added before desalting on a 200-mg tC18 Sep-Pak. Eluted peptides were dried in a SpeedVac and stored at −20°C.

### Peptide fractionation

SILAC Peptides were separated by strong cation exchange (SCX) chromatography as described previously (Villen and Gygi, 2008) with minor changes. Briefly, 500 µg of an equal mix of heavy and light peptides, were resuspended in 250 µl of SCX buffer A (7 mM KH2PO4, pH 2.65, 30% ACN). Peptides were separated on a 4.6 mm × 200 mm polysulfoethyl aspartamide column (5 µm particles; 200 Å pores; PolyLC) using a 36 min gradient from 0% to 50% buffer B (7 mM KH2PO4, pH 2.65, 30% ACN, 350 mM KCl) at a flow rate of 1 ml/min. Fractions were collected every 1.5 min, freeze-dried, resuspended in 1% FA, and desalted using self-packed C18 STAGE-tips (Rappsilber et al., 2003). Peptides were eluted into glass inserts with 70% ACN/1% FA, dried, and resuspended in 100 µl of 5% FA.

TMT-labeled peptides were separated by high-pH reverse-phase HPLC (Wang et al., 2011). 600 µg of six-plex labeled peptides were resuspended in 250 µl buffer A (5% ACN, 10 mM NH_4_HCO_3_, pH 8) and separated on a 4.6 mm × 250 mm 300Extend-C18, 5 µm column (Agilent) using a 50 min gradient from 18% to 38% buffer B (90% acn, 10 mM NH_4_HCO_3_, pH 8) at a flow rate of 0.8 ml/min. Fractions were collected over 45 min at 28 s intervals beginning 5 min after the start of the gradient in a 96-well plate and lyophilized. Fractions were resuspended in 30 µl 1% FA and pooled into 12 samples of four fractions each (only 48 of 96 fractions were used) by combining fractions 1/25/49/73, 3/27/51/75, 5/29/53/77, 7/31/55/79, 9/33/57/81, 11/35/59/83, 14/38/62/86, 16/40/64/88, 18/42/66/90, 20/44/68/92, 22/46/70/94, 24/48/72/96 into glass vial inserts. This pooling strategy serves to minimize peptide overlap between fractions. The pooled samples were dried down and resuspended in 25 µl of 5% FA.

### LC-MS/MS analysis

For SILAC experiments, 2–4 µl (∼1–3 µg) of each SCX fraction was analyzed by LC-MS/MS on a LTQ-Orbitrap, LTQ-Orbitrap Discovery, or LTQ-Velos hybrid linear ion trap (ThermoFisher). Between 17 and 25 fractions were analyzed for each experiment. In some cases, depending on separation quality and/or instrument performance, samples were run twice pooling both sets of data. Peptides were introduced into the mass spectrometer by nano-electrospray as they eluted off a self-packed 18 cm, 100 µm (ID) reverse-phase column packed with either 5 µm or 3 µm, 200 Å pore size, Maccel C18 AQ resin (The Nest Group, Southborough, MA). Peptides were separated using a 95 min or 65 min (Velos, Germany) gradient of 5–27% buffer B (97% ACN, 0.125% FA) with an in-column flow rate of 0.3–0.5 µl/min. For each scan cycle, one high mass resolution full MS scan was acquired in the Orbitrap mass analyzer and up to 10 or 20 (Velos) parent ions were chosen based on their intensity for collision induced dissociation (CID) and MS/MS fragment ion scans at low mass resolution in the linear ion trap. Dynamic exclusion was enabled to exclude ions that had already been selected for MS/MS in the previous 60 s. Ions with a charge of +1 and those whose charge state could not be assigned were also excluded. All scans were collected in centroid mode.

For TMT experiments, 2–4 µl of each fraction was analyzed on a LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) equipped with an Accela 600 quaternary pump (Thermo Fisher Scientific) and a Famos Microautosampler (LC Packings, Netherlands). Peptides were separated with a gradient of 6–24% ACN in 0.125% FA over 150 min and detected using a data-dependent Top10-MS2/MS3 ‘multi-notch’ method (Ting et al., 2011; McAlister et al., 2014). For each cycle, one full MS scan was acquired in the Orbitrap at a resolution of 30,000 or 60,000 at m/z = 400 with automatic gain control (AGC) target of 2 × 10^6^. Each full scan was followed by the selection of the most intense ions, up to 10, for collision-induced dissociation (CID) and MS2 analysis in the linear ion trap for peptide identification and subsequent higher-energy collisional dissociation (HCD) and MS3 analysis in the Orbitrap for quantification of the TMT reporter ions. AGC targets of 4 × 10^3^ and 2 × 10^4^ were used for MS2 and MS3 scans, respectively. Ions selected for MS2 analysis were excluded from reanalysis for 90 s. Ions with +1 or unassigned charge were also excluded from analysis. A single MS3 scan was performed for each MS2 scan selecting the most intense ions from the MS2 for fragmentation in the HCD cell. The resultant fragment ions were detected in the orbitrap at a resolution of 7500. Maximum ion accumulation times were 1000 ms for each full MS scan, 150 ms for MS2 scans, and 250 ms for MS3 scans.

### Database searching and filtering

MS/MS spectra were matched to peptide sequences using SEQUEST v.28 (rev. 13) (Eng et al., 1994) and a composite database containing the translated sequences of all predicted open reading frames of *Saccharomyces cerevisiae* (http://downloads.yeastgenome.org) and its reversed complement. Search parameters allowed for two missed cleavages, a mass tolerance of 20 ppm, a static modification of 57.02146 Da (carboxyamidomethylation) on cysteine, and dynamic modifications of 15.99491 Da (oxidation) on methionine. For SILAC samples, parameters also included a dynamic modification of 8.01420 Da on lysine. For TMT samples a static modification of 229.16293 Da on peptide amino termini and lysines was added.

Peptide spectral matches were filtered to 1% FDR using the target-decoy strategy (Elias and Gygi, 2007) combined with linear discriminant analysis (LDA) (Huttlin et al., 2010) using the SEQUEST Xcorr and ΔCn' scores, precursor mass error, observed ion charge state, and the number of missed cleavages. LDA models were calculated for each LC-MS/MS run with peptide matches to forward and reversed protein sequences as positive and negative training data. The data were further filtered to control protein-level FDRs. Protein scores were derived from the product of all LDA peptide probabilities, sorted by rank, and filtered to 1% FDR. The FDR of the remaining peptides fell markedly after protein filtering. Further filtering based on the quality of quantitative measurements (see below) resulted in a final protein FDR < 1% for all experiments. Remaining peptide matches to the decoy database as well as contaminating proteins (e.g., human keratins) were removed from the final data set.

### Peptide quantification

SILAC ratios were calculated automatically using the VISTA program (Bakalarski et al., 2008), requiring either a minimum signal-to-noise ratio ≥ 2 for both heavy and light or signal-to-noise ≥ 5 for one of the two.

For TMT experiments raw reporter ion intensities were denormalized by multiplying with the ion accumulation times for each MS3 scan and corrected for isotopic overlap between reporter ions by using empirically derived values. We required each peptide to have denormalized reporter ion intensities ≥ 20 for the zero time point and at least four of six TMT channels.

### Protein quantification

In all experiments, protein ratios were normalized to account for small variations in cell mixing by recentering the log_2_ protein abundance ratio distributions over zero using the assumption that most proteins are present at a one-to-one ratio. Proteins coded on the duplicated chromosomes, which are more abundant in the disomes were excluded when calculating this normalization factor. Protein ratios from the SILAC experiment were calculated as described (Torres et al., 2010) using the median log_2_ ratio of all peptides for each protein. For TMT experiments, relative protein abundances were calculated as the weighted average of all peptides from each protein using the ratio of the summed reporter ion intensities in each channel. Ratios for both experiments were log_2_-transformed for all subsequent analysis.

### Gene expression arrays

Total RNA was isolated from cells frozen on filters. Filters were incubated for 1 hr at 65°C in lysis buffer (10 mM EDTA, 0.5% SDS, and 10 mM Tris, pH 7.5) and acid phenol. The aqueous phase was further extracted twice with an equal volume of chloroform using phase lock gel (Eppendorf, Germany). Total RNA was then ethanol precipitated and further purified over RNeasy columns (Qiagen, Germany). RNA quality was checked using the Bioanalyzer RNA Nano kit, and 325 ng was used for microarray labeling with the Agilent Low RNA Input Fluorescent Linear Amplification Kit. Reactions were performed as directed except using half the recommended reaction volume and one quarter the recommended Cy-CTP amount. Dye incorporation and yield were measured with a Nanodrop spectrophotometer. Equal amounts of differentially labeled control and sample cRNA were combined such that each sample contained at least 2.5 pmol dye. Samples were mixed with control targets, fragmented, combined with hybridization buffer, and hybridized to a microarray consisting of 60mer probes for each yeast open reading frame (Agilent). Microarrays were rotated at 60°C for 17 hr in a hybridization oven (Agilent, Santa Clara, CA). Arrays were then washed according to the Agilent SSPE wash protocol, and scanned on an Agilent scanner. The image was processed using the default settings with Agilent Feature Extraction software. All data analysis was performed using the resulting log_2_ ratio data, and filtered for spots called as significantly over background in at least one channel.

### Accession numbers

mRNA expression data for cells grown in synthetic medium were obtained from the GEO database with accession number GSE7812. mRNA expression data for cells grown in YEPD medium have been deposited at the GEO database with accession number GSE55166. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD001019 (Vizcaino et al., 2014). Data available from the Dryad Digital Repository: http://dx.doi.org/10.5061/dryad.65364 (Dephoure et al., 2014)

## Additional files

### Major datasets

The following datasets were generated:

DephoureN, HwangS, O'SullivanC, DodgsonSE, GygiSP, AmonA, TorresEM, 2014, Quantitative Proteomic Analysis Reveals Posttranslational Responses to Aneuploidy in Yeast, ; http://proteomecentral.proteomexchange.org/cgi/GetDataset, Publicly available at ProtemeXchange (http://www.proteomexchange.org/).

DephoureN, HwangS, O'SullivanC, DodgsonSE, GygiSP, AmonA, TorresEM, 2014, Quantitative Proteomic Analysis Reveals Posttranslational Responses to Aneuploidy in Yeast, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=+GSE55166, Publicly available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/).

DephoureN, HwangS, O'SullivanC, DodgsonSE, GygiSP, AmonA, TorresEM, 2014, Data from: Quantitative Proteomic Analysis Reveals Posttranslational Responses to Aneuploidy in Yeast, http://dx.doi.org/10.5061/dryad.65364, Available at Dryad Digital Repository under a CC0 Public Domain Dedication.

The following previously published dataset was used:

PavelkaN, RancatiG, ZhuJ, BradfordWD, SarafA, FlorensL, SandersonBW, HattemGL, LiR, 2010, Aneuploidy confers quantitative proteome changes and phenotypic variation in budding yeast, http://www.nature.com/nature/journal/v468/n7321/extref/nature09529-s2.xls, Public.

How the deposited data were processed for this re-analysis (not part of the article)

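Gene expression was measured on 24 dual-colour arrays, 1 per strain: 12 disomes and 12 disomes-*ubp6Δ*, each against a reference RNA labelled wild-type, from cells in rich medium. The arrays held 13048 features, among them 6256 probes of 60 bases outside the controls, for 6225 names, of which 6176 are nuclear open reading frames; 49 other names were left out. Of the open reading frames, 5718 were matched to the reference annotation and 458 were not, and the latter were kept. Each probe had 2 spots, and 29 names had more than 1 probe.

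The authors read the images with the default settings of the array maker's Feature Extraction software. The deposited intensity values are raw median signals of spot and local background, and processed signals from which the authors' software had subtracted background and in which it had normalized the dyes. The deposited log10 ratios are of processed Cy5 over processed Cy3 for each spot, made by the same software. The deposited flags mark spots that are outliers, saturated or well above background. The deposited table of per-sample values from the authors is probably in log2 ratios of strain over reference, since it follows the spot ratios once these are put on that scale. A table of the paper with RNA values was held for 1998 of its 6179 genes; on these the disome values had a correlation of 0.956 to 0.999 with the values computed here and a median absolute difference of 0.00245 to 0.0033 log2 units.

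The log10 ratios were multiplied by 3.3219. Control spots, outlier spots and spots well above background in neither dye were removed, and spots were averaged by probe and then by gene. The sign was turned on the 12 arrays of the disomes-*ubp6Δ*, because the deposited table, the duplicated chromosome and deleted marker genes all run opposite to the label there. The median Cy3 intensity was 715 to 2342 in the disomes and 830 to 1271 in the disomes-*ubp6Δ*, and 86.9 to 99.2% and 94.2 to 98.4% of probes were well above background. Between 5288 and 6132 genes were measured per disome and between 5837 and 6081 per disome-*ubp6Δ*. With 1 array per strain, the number of arrays limits the precision.

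Strain means of gene groups were tested against 0, and pairs of a disome and its *ubp6Δ* derivative against each other, with two-sided sign-flip permutation tests over all sign patterns. Single genes were tested with limma (moderated variance) against 0 within each genotype and on the differences within pairs, with values on a strain's own duplicated chromosome left out, at least 6 strains or pairs, and an adjusted p of 0.05. Fixed gene lists, 33 in number and written from general knowledge apart from the aneuploidy-associated protein signature, which the study chose, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. For the list tests a missing value was filled with the gene's mean over the other arrays. This lowers the spread of genes with missing values and can make the p of camera and of fry too small. The environmental stress response was represented by the stress-induced list and by the ribosome biogenesis and ribosomal protein lists, since no list of that response was held. The lists of ribosomal and mitochondrial ribosomal proteins follow gene symbols and so also hold *RPP1*, of ribonuclease P, and *MRP8*, no ribosomal protein; both were kept as the lists had been fixed, and results without them are given beside. The copy-number response of a gene is the mean of its own disome and that disome's *ubp6Δ* derivative minus the mean of the other arrays of the same genotype, tested against 1. Correlations with chromosome size, taken as the number of measured duplicated genes, were tested with 100000 permutations.

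Genes were named by a fixed rule. For each comparison of single genes it took the 10 highest and 10 lowest past the test, measured in at least 8 strains or pairs and changed the same way in at least 75% of them. Open reading frames absent from the reference annotation were also left out of this ranking, which the rule as written did not state; they would have taken 5 of the 20 places in the disomes, 2 in the disomes-*ubp6Δ* and 7 in the difference. From each list named it took 2 members, for the copy-number response the 10 lowest and 5 highest, and it added the genes the paper names; strain markers were left out of the ranking. Values of some of these genes stand in the paper's tables and had been seen.

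Pairing was checked on the deviations of each array from its genotype's mean: for the same disome, r between genotypes was −0.055 to 0.641 (median 0.317), above 0.1 in 11 of 12, and for different disomes the median was −0.041. The tests were tested on simulated data with 200 genes changed. The noise was drawn independently for each gene and array, without slide, dye or correlation between genes. In the disomes the correlation within slides was 0.36, so the false calls below do not measure those of the real arrays. In the disomes 71% of changes of 0.5 and 98% of changes of 1 were found, with 3 false calls of 172; in the disomes-*ubp6Δ* 83% and 98%, with 9 of 190; and in the difference 70% and 99%, with 11 of 180. Of copy-number responses set to 0 and 0.5, 63% and 21% were found, with 6 false calls of 90. A list shifted by 0.3 was called in 3 of 3 comparisons, and 0 other lists were called by camera there. As the simulated genes were not correlated, this does not show how often lists are called falsely in the real data.

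Alternatives were no filter on background, a filter on both dyes, outlier spots kept, normexp background correction (offset 50) with loess from the median signals, the authors' table, centring on the median of non-duplicated genes, duplicated genes kept, medians, a robust SD, more strains per gene, slide as a block, no replicate block, plain t-tests over genes, leaving out each strain, a protein level of 0.4 in place of 0.6, each genotype alone and chromosome length. Added after the data were seen were the sign as labelled, the mean of both genotypes, disomes of the first slide only, disomes of the later slides only, slide as a fixed term over the pairs, leaving out each strain for the strain means, and the copy-number response against its median. The tools were R 4.3.3 with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Protein data were not processed again, and no value is given for the RNA of proteins whose list was held in part.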

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

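The tests of dye direction, of the *UBP6* signal and of slide for disome XII were chosen only after their result was seen, as were slide as a fixed term over pairs and the look at the signals of *HXT7* and *TRP1* by channel; the other tests here were not.

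Between disomes-*ubp6Δ* and disomes 1974 genes differed by a test of the difference itself. Exchanging the genotypes within some of the disomes gave a count as large in 1 of 100 splits, the real one included, and the highest other count was 1310, so chance can be excluded for the count; a split that follows the first slide gave 320, and with slide as a fixed block limma called 2 (739 at an unadjusted p under 0.05). Dye direction and the *UBP6* signal of the reference RNA change with the genotype in every pair, so these splits cannot tell them from the genotype. For the 2 gene lists that differed, 87 of 100 splits gave as many and the highest other count was 8, so chance cannot be excluded. *HXT7*, a transporter for scarce glucose, differed between the genotypes by −3.47 (11 of 12 pairs down, adjusted p = 4.47e-05).

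Signals appeared in values the paper does not discuss. The reference RNA had a median *HXT7* signal of 23168.5 on the arrays of the disomes-*ubp6Δ*, against 1305 on those of the disomes; signals are not on one scale between the sets of arrays, as *ACT1*, for actin, had medians of 55257 and 15907 in the reference RNA. *TRP1*, a gene of tryptophan synthesis and strain marker, had a signal of 4.58 in disome VIII *ubp6Δ* and 3267 in its reference. The cell wall integrity genes had a mean log2 ratio of 0.47 in the disomes and the phosphate genes one of −0.62. The copy-number response of 143 duplicated genes departed from 1.

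The log ratios of the disomes-*ubp6Δ* arrays run opposite to their labels. Arrays of another strain than labelled are argued against, since another chromosome had the largest absolute mean on 0 of 12 arrays (a count without a test). Dyes exchanged relative to the labels are a candidate explanation: the deleted marker was lower in Cy3 on 3 of 3 arrays. Channels exchanged in the files are argued against, since the median local background was higher in Cy5 than in Cy3 in both sets of arrays. It was 59.5 to 94.5 against 27 to 42 in the disomes. In the disomes-*ubp6Δ* it was 64.5 to 74 against 27 to 37 (values without a test). No biological explanation was tested.

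The *UBP6* signal is low in both channels of the disomes-*ubp6Δ* arrays, where the reference RNA reached at most the percentile of 10.71 and on the disome arrays at least that of 66.3. A failed *UBP6* probe is argued against for the 4 disomes-*ubp6Δ* on a slide shared with disome XVI. There the lowest signal of disome XVI was 59.8 times their highest. The other 8 lay on a slide without a disome, where this could not be checked. A reference RNA without *UBP6* transcript on these arrays is a candidate explanation, which would make the reference a *ubp6Δ* strain, so that disomes-*ubp6Δ* minus disomes would not measure loss of *UBP6*. The labels and the paper's tables do not settle it.

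Disomes I to XI of the first slide share a profile (mean r 0.657) that disome XII lacks. Slide alone is argued against, since disome XII lay on that slide and had a mean r of 0.17 with the others. Of the variance of its difference, 45.4% came from the channel of the reference RNA and 54.6% from that of the disome, so another reference RNA and another state of the disomic culture cannot be told apart with 1 array.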

How the results depend on the processing

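The sign as labelled, the mean of both genotypes, the subsets of slides, slide as a fixed term over pairs, lists without *RPP1* and *MRP8* and leaving out strains for strain means are tests chosen only after the results were seen; the others were set before the data were examined. Of 191 planned values of 21 group results and counts, 163 kept their direction and side of the threshold, 12 reversed, 12 moved, 3 became stronger and 1 weaker; of 3164 for 156 named genes, 3020 kept theirs, 131 were weaker, 10 stronger and 3 reversed. Of 165 added values of group results and counts 129 kept theirs, and of 220 for named genes 142. Where no cause is given below, the cause was not tested. On each array 86.9% or more of probes passed the filter on background, which decides some calls below.

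With the sign as labelled, values turn by construction: duplicated genes −0.86 in disomes-*ubp6Δ* and −1.71 in the difference, the label check 12 of 24, APS transcripts 0.036 in disomes-*ubp6Δ* and 0.043 in the difference, ESR score difference −0.78, 13 lists in the difference, 3742 copy-number responses, and in the difference *MRPL32* 0.31, *FAP7* 0.12, *SPL2* 2.83, *MRPL22* 0.11, *ZWF1* −0.23, *MDJ2* −0.18, *TIR2* −0.75 and *ROX1* −0.58.

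Normexp gave ribosomal protein minus other duplicated genes 0.21 (p = 0.00977), attenuated minus other subunits −0.0086, APS transcripts 0.0061 in disomes, −0.024 in disomes-*ubp6Δ* (p = 0.0972) and −0.0302 in the difference (p = 0.0493), ESR score difference 0.032, SD of non-duplicated genes 0.39 and 690 copy-number responses. No filter on background gave 0.13 for ribosomal protein genes (p = 0.0332) and 0 lists in the difference (camera, 5 at an unadjusted p under 0.05). Outlier spots kept gave attenuated minus other subunits −0.0060 and ESR score difference 0.0019; a filter on both dyes 0.0057 and the authors' table 0.015 for the latter. A protein level of 0.4 gave −0.032 for subunits, and a robust SD 0.38.

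Centring on non-duplicated genes gave APS transcripts 0.036 in disomes (p = 0.0269) and 0.012 in disomes-*ubp6Δ*. Duplicated genes kept gave 0.045 (p = 0.00732) and 0.019, and 1528 and 1366 genes. Each genotype alone, with 12 arrays each, gave 32 copy-number responses in disomes and 16 in disomes-*ubp6Δ*. No replicate block gave 0 lists in the difference (camera, 5 at an unadjusted p under 0.05).

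Slide as a random block gave 334 genes in disomes and 579 in disomes-*ubp6Δ*; as a fixed block 2 genes in the difference, with *MDM34* −0.67, *YMR244W* 0.46 and *YMR316C-A* −0.99; over the pairs an ESR score difference of 0.28. Disomes of the first slide gave APS transcripts 0.0023, stress-induced genes 0.15 (p = 0.133) and 2 lists; those of the later slides, with 4 strains, 4 genes, 16 lists, *FAP7* −0.088 and *UBC1* −0.021. The mean of both genotypes gave repressed genes −0.083 (p = 0.00879), *FAP7* −0.059 and *YKT6* −0.081. Leaving out each strain gave 1936 to 2497 genes in disomes, 1850 to 2177 in disomes-*ubp6Δ* and 1629 to 2072 in the difference; duplicated genes in the difference 0.010 to 0.061 (without disomes I and XIV), attenuated minus other subunits −0.019 to 0.025 (without disomes XVI and V; 6 of 12 reversed), APS transcripts −0.013 to 0.00089 in disomes (reversed without XIII), −0.045 to −0.029 in disomes-*ubp6Δ* (p 0.0107 to 0.0732, not past the test without I, V, IX, X, XI, XIII or XIV) and −0.038 to −0.021 in the difference (past the test without XIII or XV, p = 0.0439 and 0.0469), and ESR score difference −0.065 to 0.051 (5 of 12 reversed). Without *RPP1* and *MRP8* all 5 results kept theirs. Ribosomal protein genes were at 0.040 without XVI and repressed genes at −0.023 without XV.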

Differences from the paper's values

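All alternatives in this part were set before the data were examined, so no test here was chosen only after the result was seen.

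The paper's number of duplicated values in the disomes is 2,581, against 4279 here, and the paper's number of non-duplicated values is 39,011, against 65061 here. For disomes-*ubp6Δ* the paper's number of duplicated values is about 2700 in Figure 7—figure supplement 1C, read by eye, against 4418 here. The paper's values count genes with both RNA and protein, and the values here count all genes with RNA. None of the alternatives brought these numbers within the paper's: they gave 4124 to 4465, 63258 to 69145 and 4333 to 4510.

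The paper's mean log2 ratio of APS transcripts in disomes is about 0.05 in Figure 6C, read by eye, against −0.0063 here. Centring on the median of non-duplicated genes (0.04) and duplicated genes kept (0.05) fall within the paper's value. No filter on background (−0.01), a filter on both dyes (−0.0071), outlier spots kept (−0.0027), normexp (0.0061), the authors' table (−0.0035) and the median (−0.02) do not.

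The paper's mean log2 ratio of APS transcripts in disomes-*ubp6Δ* is about 0.02 in Figure 8A, read by eye, against −0.036 here. Centring (0.01) and duplicated genes kept (0.02) fall within the paper's value. Normexp (−0.02), the authors' table (−0.04), the median (−0.05) and the 3 other filters of spots (−0.04 each) do not.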

Other observations

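The tests on subsets of slides, of lists without *RPP1* and *MRP8* and of the copy-number response against its median were chosen only after the results were seen.

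Of 20 cell wall integrity genes, 11 were up in the disomes and 1 down (12 and 1 when adjusted over the list alone; camera, adjusted p = 0.000104, mean 0.47, up on 12 of 12 arrays; adjusted p = 0.64 with an estimated correlation), and in the disomes-*ubp6Δ* 16 were up and 0 down (19 and 0 over the list alone by limma; adjusted p = 2.31e-08, mean 0.58, up on 12 of 12; adjusted p = 0.652 with an estimated correlation). *PIR3*, a cell wall protein, was at 1.65 (SE 0.45, higher in 9 of 11) and 1.74 (SE 0.33, 10 of 11), and *GSC2*, a glucan synthase subunit, at 1.01 (SE 0.23, 11 of 11) and 1.07 (SE 0.17, 12 of 12). Under slide as a random block 2 cell wall genes were up and 1 down in disomes and 5 up in disomes-*ubp6Δ*, where *PIR3* and *GSC2* passed; in disomes neither did. Of 18 phosphate genes, 12 were down in disomes (13 over the list alone; adjusted p = 0.00395, mean −0.62, up on 1 of 12; adjusted p = 0.656 with an estimated correlation) and 11 in disomes-*ubp6Δ* (13 over the list alone; adjusted p = 0.00161, mean −0.76, up on 2 of 12; adjusted p = 0.739 with an estimated correlation). *PHM6* fell by 1.63 (SE 0.31, lower in 12 of 12) and 1.78 (SE 0.39, 11 of 12), and *PHO5*, a secreted acid phosphatase, by 1.61 (SE 0.40, 8 of 9) and 1.60 (SE 0.42, 9 of 11). That block left 5 phosphate genes down in disomes, *PHM6* included and *PHO5* not, and 1 in disomes-*ubp6Δ*, where neither passed.

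Of 27 genes of gluconeogenesis, the glyoxylate cycle and fatty acid oxidation, 13 were up in the disomes, 1 was down and 13 did not pass the test (14 and 2 over the list alone; camera, adjusted p = 9.48e-05, mean 0.46, up on 12 of 12; adjusted p = 0.64 with an estimated correlation); *SFC1*, a mitochondrial succinate-fumarate transporter, was at 1.92 (SE 0.39) and *PDH1* at 1.46 (SE 0.30), each higher in 6 of 6. *SFC1* and *PDH1* were each held in only 6 disomes. The filter on background keeps a gene of low signal more readily where the strain is high, so these 6 can favour higher values. Both kept their call without that filter. Of the 27 genes, 0 passed with slide as a random block (limma, 10 at an unadjusted p under 0.05). In disomes-*ubp6Δ* 14 of 29 were up and 2 down (16 and 5 over the list alone; adjusted p = 0.00357, mean 0.28, up on 10 of 12; adjusted p = 0.739 with an estimated correlation), and 3 up under that block. Respiration genes had 12 of 49 up in the disomes (10 over the list alone; adjusted p = 0.00155, mean 0.17, up on 9 of 12; adjusted p = 0.951 with an estimated correlation), among them *QCR9* of complex III at 0.83 (SE 0.17, 11 of 12), and 8 up and 2 down in disomes-*ubp6Δ* (adjusted p = 0.00357, mean 0.17, up on 9 of 12; adjusted p = 0.803 with an estimated correlation). The block left 0 of 49 respiration genes past the test in either genotype (limma, 7 at an unadjusted p under 0.05 in disomes and 8 in disomes-*ubp6Δ*).

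Proteasome genes had 19 of 45 up and 5 down in the disomes (19 and 5 over the list alone; camera, adjusted p = 0.00183, mean 0.11, up on 12 of 12; adjusted p = 0.64 with an estimated correlation), with *RPN4*, their transcription factor, at 0.67 (SE 0.10, 12 of 12) and *NAS2*, an assembly chaperone, at 0.52 (SE 0.11, 11 of 11). In disomes-*ubp6Δ* they did not pass (7 up, 4 down, adjusted p = 0.198), nor did the difference (adjusted p = 0.335). Only 2 proteasome genes were up in disomes with slide as a random block, and 3 up and 1 down in disomes-*ubp6Δ*, so a contrast between the genotypes is not shown; *RPN4* and *NAS2* did not pass. Iron genes (7 up, 2 down of 29, mean 0.17, up on 10 of 12) and oxidative stress genes (13 up, 5 down of 44, mean 0.11, up on 9 of 12) passed in the disomes (adjusted p = 0.0239 each; adjusted p = 0.64 with an estimated correlation). Under the same block 0 iron genes passed there (limma, 7 at an unadjusted p under 0.05), and 2 oxidative stress genes were up and 2 down. In disomes-*ubp6Δ* chaperones were up (10 up, 3 down of 37, adjusted p = 0.0289, mean 0.13, up on 8 of 12; adjusted p = 0.739 with an estimated correlation), seripauperin and anaerobic genes were up (12 up, 0 down of 22 by limma, adjusted p = 0.00357, mean 0.18, up on 9 of 12; adjusted p = 0.739 with an estimated correlation) and mitochondrial ribosomal protein genes were down (18 down, 1 up of 56, adjusted p = 0.0289, mean −0.16, up on 3 of 12; adjusted p = 0.833 with an estimated correlation; 18 down, 0 up of 55 without *MRP8*, by limma, adjusted p = 0.0183). Ribosomal protein genes did not pass there (18 up, 40 down of 137, adjusted p = 0.156; 18 up, 39 down of 136, adjusted p = 0.18 without *RPP1* of ribonuclease P, which the list took in by its symbol), nor APS genes (adjusted p = 0.815). The block left 3 chaperones and 2 anaerobic genes up in disomes-*ubp6Δ*, and 3 mitochondrial ribosomal protein genes were down.

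The other lists did not pass in the disomes (camera, adjusted p): G2/M genes 0.0717, hexose transport and DNA damage 0.192, histones 0.235, RNA polymerases I and III 0.342, amino acid synthesis 0.368, the ubiquitin system and methionine 0.388, the unfolded protein response 0.528, zinc 0.714, G1/S genes, seripauperin and anaerobic genes, nitrogen, mitochondrial ribosomal proteins and purine synthesis 0.737, glycolysis 0.745, M/G1 genes 0.786, alpha and silent mating genes 0.877, and inositol, ergosterol and pheromone genes 0.892. None of these other than the anaerobic and mitochondrial ribosomal protein lists passed in disomes-*ubp6Δ* or in the difference. By slide, 2 lists passed in the 8 disomes of the first slide, cell wall and gluconeogenesis, and 16 in the 4 disomes of the later slides, 11 up and 5 down. A random block for slide gave 13, 10 up and 3 down.

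Of 4134 duplicated genes tested over both genotypes, 143 departed from a copy-number response of 1, 115 below and 28 above (674 at an unadjusted p under 0.05), around a median of 0.91; against that median, a test chosen after the data were seen, 117 departed, 72 below and 45 above. The count depends on the setting: normexp background correction gave 690, 639 below and 51 above, centring 145, 111 below and 34 above, the disomes alone 32 of 4169, 20 below and 12 above, and the disomes-*ubp6Δ* alone 16 of 4372, 14 below and 2 above. Lowest was *PHO84*, a phosphate transporter on chromosome XIII, at −1.57 (SE 0.67, adjusted p = 0.0316), and *COX8*, of cytochrome c oxidase, was at −0.74 (SE 0.24, adjusted p = 0.000164); highest was *ALD4*, a mitochondrial aldehyde dehydrogenase on chromosome XV, at 3.24 (SE 0.51, adjusted p = 0.0159). A value rests on the 2 arrays of 1 disome, so a state of that strain and the gene's own copy cannot be told apart here.

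The ESR score against the size of the duplicated chromosome had r = 0.514 over 12 disomes (permutation p = 0.0863, adjusted p = 0.173, Spearman rho 0.497), 0.329 without disomes I and XV and −0.094 in the first slide. APS transcripts against size had r = 0.0917 (p = 0.775, rho −0.042), 0.0694 without these strains and 0.671 in the first slide (p = 0.0684).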
